# Stable maternal proteins underlie distinct transcriptome, translatome, and proteome reprogramming during mouse oocyte-to-embryo transition

**DOI:** 10.1186/s13059-023-02997-8

**Published:** 2023-07-13

**Authors:** Hongmei Zhang, Shuyan Ji, Ke Zhang, Yuling Chen, Jia Ming, Feng Kong, Lijuan Wang, Shun Wang, Zhuoning Zou, Zhuqing Xiong, Kai Xu, Zili Lin, Bo Huang, Ling Liu, Qiang Fan, Suoqin Jin, Haiteng Deng, Wei Xie

**Keywords:** Proteome, Translatome, Transcriptome, Oocyte-to-embryo transition, OET, Early embryo development

## Abstract

**Background:**

The oocyte-to-embryo transition (OET) converts terminally differentiated gametes into a totipotent embryo and is critically controlled by maternal mRNAs and proteins, while the genome is silent until zygotic genome activation. How the transcriptome, translatome, and proteome are coordinated during this critical developmental window remains poorly understood.

**Results:**

Utilizing a highly sensitive and quantitative mass spectrometry approach, we obtain high-quality proteome data spanning seven mouse stages, from full-grown oocyte (FGO) to blastocyst, using 100 oocytes/embryos at each stage. Integrative analyses reveal distinct proteome reprogramming compared to that of the transcriptome or translatome. FGO to 8-cell proteomes are dominated by FGO-stockpiled proteins, while the transcriptome and translatome are more dynamic. FGO-originated proteins frequently persist to blastocyst while corresponding transcripts are already downregulated or decayed. Improved concordance between protein and translation or transcription is observed for genes starting translation upon meiotic resumption, as well as those transcribed and translated only in embryos. Concordance between protein and transcription/translation is also observed for proteins with short half-lives. We built a kinetic model that predicts protein dynamics by incorporating both initial protein abundance in FGOs and translation kinetics across developmental stages.

**Conclusions:**

Through integrative analyses of datasets generated by ultrasensitive methods, our study reveals that the proteome shows distinct dynamics compared to the translatome and transcriptome during mouse OET. We propose that the remarkably stable oocyte-originated proteome may help save resources to accommodate the demanding needs of growing embryos. This study will advance our understanding of mammalian OET and the fundamental principles governing gene expression.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-023-02997-8.

## Background

Remodeling the terminally differentiated gametes into a totipotent zygote enables the birth of life. This process is tightly controlled by maternally supplied RNAs and proteins accumulated during oogenesis [1, 2], as transcription is silenced at the end of the growing phase of oocyte until zygotic genome activation (ZGA) after fertilization [3–5]. Thus, meiotic resumption, fertilization, and early embryogenesis before zygotic genome activation are controlled by post-transcriptional regulation of maternal products. As a result, proteins are poorly predicted based on the transcriptomes as shown in *Xenopus* oocytes and early embryos [6]. Translation is expected to be more closely related to protein abundance as it reflects the protein-producing rate. Extensive transcription-independent translational regulation of maternal mRNAs occurs during the oocyte-to-embryo transition (OET) [7, 8]. For example, RNAs of key regulators can be pre-transcribed during oocyte growth but remain “dormant” (without being translated) and only resume translation upon meiotic resumption [7]. Inhibition of translation with cycloheximide (CHX) in mouse oocytes or early embryos led to severe developmental arrests [9–13]. Nevertheless, it remains unclear how well it predicts the total protein abundance, as the latter also depends on the existing protein level and the protein degradation rate. Currently, a full understanding of the fundamental relationship between transcriptome, translatome, and proteome that governs mammalian OET is still lacking.

Proteome investigations have been performed in mammalian gametes and early embryos [14–18]. In mice, previous studies have identified 3,000–6,550 proteins in mouse oocytes and early embryos with 600–8,000 oocytes or embryos at each stage, using a label-free approach [15], the tandem mass tags (TMT) method [16], or stable isotope labeling by amino acids (SILAC) approach [17]. On the other hand, due to highly limited experimental materials, the complete translatome data in mammalian preimplantation development were previously not available. Recently, we and others developed ultrasensitive translatome profiling methods and mapped the translatomes in mouse and human oocytes and early embryos [11, 12, 19, 20]. Here, using a label-free mass spectrometry strategy [21], liquid chromatography with tandem mass spectrometry (LC–MS/MS), we generated a high-quality proteome landscape in mouse oocytes and preimplantation embryos at the stages matching our transcription and translation datasets, using 100 oocytes or embryos per stage. By incorporating these three datasets, our study provides a unique opportunity to systematically investigate the relationship among the protein, translation, and transcription during mammalian OET. These data reveal distinct proteomes from transcriptomes and translatomes in oocytes and early embryos, shedding light on the multi-layered control of oocyte maturation and embryogenesis.

## Results

### LC–MS/MS efficiently quantifies the protein abundance

We sought to understand the relationship among the proteome, translatome, and transcriptome in mouse oocytes and early embryos. As previous proteome studies did not cover the full stages (Additional file 1: Fig. S1A) and it is not feasible to combine data from different methods, we first mapped the proteome landscapes using a highly sensitive label-free LC–MS/MS approach [21] at the stages matching those of the translatome and the transcriptome data we recently published [12]. To test its quantification capability, we first measured the protein abundance in FGOs with varying cell numbers (Fig. 1A). A total of 1,896, 3,072, 3,288, and 4,185 proteins were identified from 10, 100, 200, and 500 FGOs, respectively (Additional file 1: Fig. S1B). Proteins consistently detected in all FGO samples (*n* = 1,813) were then used to evaluate the quantification capability of LC–MS/MS. Compared to the protein abundance from 10 FGOs, that from 100, 200, and 500 FGOs increased correspondingly by roughly 10-, 20-, and 50-fold, respectively (Fig. 1A, right), demonstrating the superior quantification ability of our results. For further validation, we applied the protein synthesis inhibitor cycloheximide (CHX) to oocytes (Fig. 1B), where a number of dormant RNAs are known to be newly translated during FGO to MII oocyte maturation. CHX also did not affect the development of MII oocytes which are naturally arrested prior to fertilization. We did not choose FGOs as their maturation is blocked upon the CHX treatment [22, 23], and the differential translation would be confounded by the maturation defects. We observed 241 proteins down-regulated (24 h and 48 h treatments were combined due to their similarity) compared to the DMSO control (Additional file 1: Fig. S1C, top). Consistently, these proteins were poorly detected in FGOs but were highly abundant in untreated MII oocytes (Additional file 1: Fig. S1C, top), suggesting they were newly synthesized. A comparison with our Ribo-seq data revealed 102 (42.3%) of the 241 CHX-repressed proteins were translated from dormant mRNAs [12] which were lowly translated in FGOs but were highly translated in MII oocytes (at least two-fold upregulated) (Fig. 1C and Additional file 1: Fig. S1C, top), such as *Cnot7*, *Pan2*, *Sin3a*, and *Btg4* (Fig. 1D). CHX-repressed proteins were significantly enriched for genes involved in cell cycle (e. g., *Aurka*, *Cenpe*, and *Rad51*), RNA stability (e.g., *Cnot6l*, *Cnot7*, and *Pan2*), chromatin organization (e.g., *Ezh2*, *Sin3a*, and *Tet3*), and histone modification (e.g., *Hdac1/2*, and *Kdm1a/b*) pathways (Additional file 1: Fig. S1D). Many of these genes are key regulators in meiosis resumption, maternal mRNA clearance, and epigenetic reprogramming during oocyte maturation. By contrast, CHX-unaffected proteins tended to be highly translated in FGOs, but are lowly translated in MII oocytes (hence insensitive to CHX) (Additional file 1: Fig. S1C, bottom). These proteins showed enrichment in housekeeping pathways, such as the amide metabolic process and intracellular protein transport (Additional file 1: Fig. S1D). Furthermore, the proteome measurements aligned well with our previous Western blot analyses [12] (Additional file 1: Fig. S1E). Overall, these data demonstrate that our proteome data are highly quantitative and sensitive for low-input samples.

**Fig. 1:**
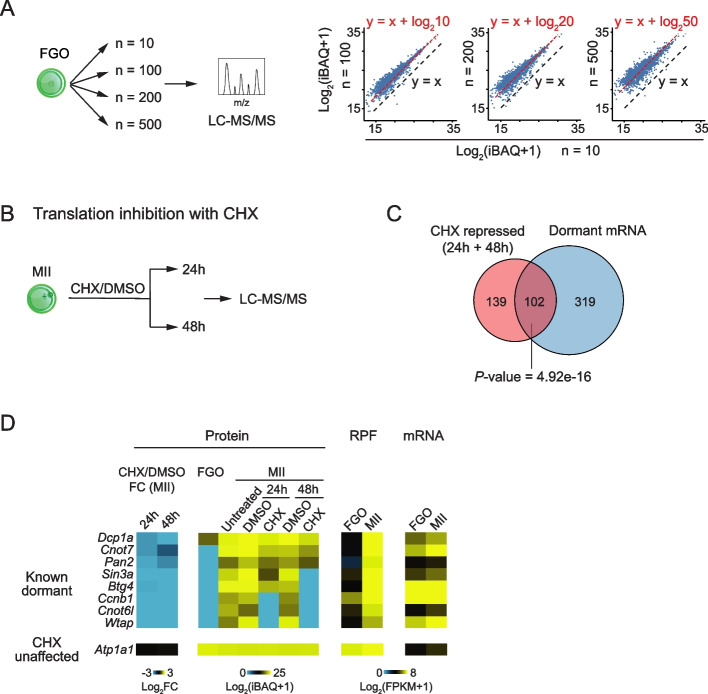
Low-input LC–MS/MS efficiently quantifies the protein abundance. **A** Validation of LC–MS/MS quantification capability. Schematic showing the experimental design of validation with various numbers of FGOs (left). Scatter plots comparing log_2_ transformed protein intensities of 100, 200, and 500 FGOs against 10 FGOs (right). Lines representing the log_2_ protein intensity with expected fold changes comparing with that of 10 FGOs are shown in red, and the reference line y = x is shown in black. iBAQ, intensity-based absolute quantification. **B** Schematic showing the experimental design of the MII oocytes treated with DMSO or CHX for 24 h or 48 h, followed by proteome profiling with LC–MS/MS. **C** Venn diagram showing the overlap of CHX repressed proteins and dormant mRNAs identified by Ribo-seq (based on ribosome protected fragments, RPF) [12] (RPF, MII oocyte/FGO > 2; mRNA, MII oocyte/FGO < 2). *P*-value calculated by Fisher’s Exact test is also shown. **D** Heat maps showing protein fold changes (FC) and protein intensities upon CHX treatment in MII oocytes for known dormant genes. RPF and mRNA levels are also shown. A CHX unaffected gene is shown as a control

### Dynamic proteome distinct from the translatome and the transcriptome in oocytes and embryos

Next, we performed systematic profiling of protein abundance in FGO, MII oocyte, 1-cell (1C), 2-cell (2C), 4-cell (4C), 8-cell (8C), and blastocyst (BL) embryos, using 100 oocytes or embryos for each developmental stage (Fig. 2A). We collected the oocytes and embryos developed in vivo up to the 8C stage, and obtained blastocysts through in vitro culturing starting from the 8C embryos for the convenience of sample collection. It is worth noting that superovulation and in vitro culturing may influence the qualities of mouse embryos and their proteomes [24]. Early embryos were obtained from crosses of C57BL/6J female and PWK/PhJ male mice to match the genetic background of our translatome and transcriptome data [12]. Protein abundance measurements were highly reproducible between replicates (*R* = 0.79–0.90) (Additional file 1: Fig. S2A), and a total of 5,933 proteins were detected (Additional file 2: Table S1). Compared to previous work [15–17], our study detected comparable proteins with the fewest cells (Additional file 1: Fig. S2B, C) and covered the most comprehensive stages during OET (Additional file 1: Fig. S1A). 

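Blastocyst RNA-seq and Ribo-seq, with 2 replicate libraries for each assay, were analysed here. RNA-seq measured the mRNA level of each gene, and Ribo-seq measured the fragments protected by ribosomes (RPF). The authors deposited FPKM values per gene and library, computed by Cufflinks on mm9 for transcripts in RNA-seq and for coding sequences in Ribo-seq. The RNA-seq libraries listed 25039 gene symbols and the Ribo-seq libraries listed 20756, and 20714 symbols were in both. A total of 345 symbols were listed more than once in either assay, and the highest value was used for these. The mRNA level was at least 1 FPKM for 9025 and 9012 genes in replicates 1 and 2, and the RPF level for 9737 and 9343 genes. Low FPKM values fell on steps, as whole fragments would give. The steps implied a total of 5480602 and 5177979 fragments in the RNA-seq replicates, with 61.5% and 60.6% of the tested values within 0.1 of a whole fragment. They implied 530845 and 482833 fragments in the Ribo-seq replicates, with 86.3% and 85.1% of values near a whole fragment, where chance gives 20%. For a coding sequence of 1000 bases, 1 fragment was therefore worth 2.36 and 2.59 FPKM in Ribo-seq, and a floor of 3 fragments was 7.07 and 7.77 FPKM. The same floor in RNA-seq was 0.684 and 0.724 FPKM for a transcript of that length. These floors cover counting error only. Across all genes, the replicates had a Spearman correlation of 0.924 for mRNA and 0.8975 for RPF, and the RPF value moved most with genes of at least 10 FPKM, to 0.8585. Genes are not independent replicates, so no p-value was attached to a correlation across genes. Levels are given as log2(FPKM+1), and changes on this scale understate those of low genes. Protein values, and RPF and mRNA values of the 6 other stages, are the paper's, from the parts of Table S1 and Table S2 used here (1999 genes each). The paper took the RPF and mRNA data of those 6 stages from earlier studies. A difference between blastocysts and another stage can thus also reflect the study. The 5 genes that the paper names for constitutive proteins were all in that part of Table S2, and 0 of the 17 single genes it names for the other clusters were. Of the gene families it names for them, 7 of 12 Snrp genes (for its snRNPs), 2 of 10 Exosc genes, and 0 of 8 Rrp genes were in that part. Coordinates are on NCBIM37, the assembly of mm9.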

After correcting batch effects (Methods), 4,108 proteins that were consistently detected across batches and also detected in our Ribo-seq (based on ribosome protected fragments, RPF) and RNA-seq (mRNA) datasets [12, 25] were subsequently used for the downstream analysis (Additional file 3: Table S2). We then compared the temporal dynamics of the proteome, translatome, and transcriptome across developmental stages. Principal component analysis (PCA) and pairwise Spearman correlation analysis revealed the translatome and the transcriptome showed multiple transitions along the development trajectory (Fig. 2B, C). 

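The 8C-to-blastocyst step was measured by setting the blastocyst libraries against the paper's values of each other stage, across 1999 genes. The Spearman correlation of blastocyst RPF with 8C RPF was 0.8425 (0.838 and 0.8335 with replicates 1 and 2 alone). Between the other consecutive stages, the paper's RPF values gave 0.509 (FGO and MII), 0.872 (MII and 1C), 0.484 (1C and 2C), 0.881 (2C and 4C), and 0.944 (4C and 8C). Blastocyst RPF had a correlation of 0.768 with 4C, 0.647 with 2C, 0.223 with 1C, 0.221 with MII oocytes, and 0.5145 with FGOs. For mRNA, the correlation of blastocyst with 8C was 0.805 (0.804 and 0.80 with each replicate alone). Between the other consecutive stages, the paper's mRNA values gave 0.753, 0.848, 0.677, 0.836, and 0.892 in the same order. It was 0.676 with 4C, 0.530 with 2C, 0.226 with 1C, 0.276 with MII, and 0.510 with FGOs. Leaving out a replicate moved the RPF value at 8C most, to 0.8335.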

Major transitions were observed at the FGO-to-MII, 1C-to-2C, and 8C-to-blastocyst stages (Fig. 2B, C, arrows), aligning with three main events at these stages: meiotic resumption, zygotic genomic activation, and the first lineage specification, respectively. By contrast, the proteome was much less dynamic from FGO to 8C, before major transitions occurred during the 8C-to-blastocyst (Fig. 2B, C, arrows), consistent with the previous findings [16, 17]. 

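With the blastocyst level taken from these libraries and the 6 other stages from the paper, the CV of log2(FPKM+1) across 7 stages was computed for 1999 genes. It exceeded 0.2 for 76.1% of genes at the RPF level and for 74.8% at the mRNA level. With 1 replicate left out, the share lay between 76.0% and 76.5% for RPF and between 74.7% and 74.8% for mRNA. The population SD moved both most, to 73.1% and 70.3%. The paper's protein values exceeded the same CV in 5.90% of these genes, all of which have protein in both FGOs and blastocysts. Protein is on a log2 intensity scale, and a CV depends on where a scale starts. The protein share is therefore not on a like footing with the RPF and mRNA shares.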

Further coefficient of variation (CV) analysis (Methods) revealed the translation of 83.5% of genes and the transcription of 80.8% of genes were dynamically regulated throughout the course of oocyte maturation and early development (Fig. 2D). This difference is not due to bias introduced by previous gene filtering, as similar fractions of variable genes were identified for the translatome and the transcriptome using all expressed genes (without requiring that they had to be detected by mass spectrometry, Additional file 1: Fig. S3). By contrast, only 52.2% of genes showed dynamic proteins in oocytes and early embryos.

**Fig. 2:**
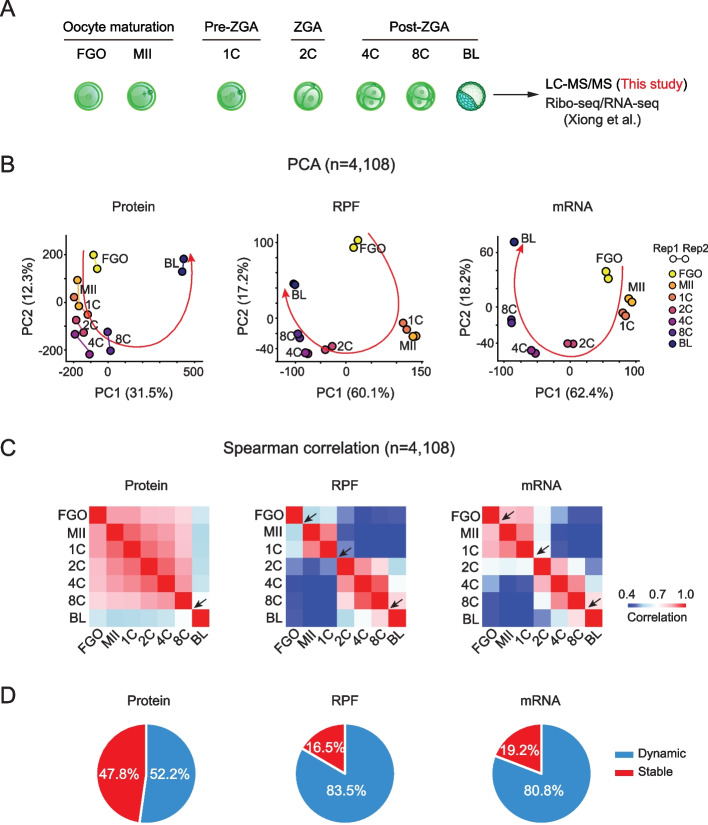
Distinct global proteome, translatome, and transcriptome dynamics during mouse oocyte maturation and early development. **A** Schematic of mouse oocytes and preimplantation embryos used for LC–MS/MS, Ribo-seq, and RNA-seq. **B** Principal component analysis (PCA) of genes (*n* = 4,108) based on their protein, translation (RPF), and transcription (mRNA) levels. The sample points are colored by developmental stage and the replicates are connected with solid lines. The developmental trajectories of samples are shown in red lines. **C** Heat maps showing the Spearman correlation coefficients between pairwise developmental stages for protein, RPF, and mRNA. Arrows indicate the stages that show evident transitions for the proteome, translatome, or transcriptome. **D** Pie charts showing the proportions of stably and dynamically regulated (coefficient of variation > 0.2 of log2 transformed intensity across stages) proteins, RPFs, and mRNAs for detected genes (*n* = 4,108) in oocytes and early embryos

We next investigated the temporal dynamics of individual proteins across developmental stages. The K-means clustering analysis classified the detected proteins into six distinct groups (Fig. 3A, Additional file 3: Table S2). 1) The largest cluster included “Constitutive” proteins which maintained high abundance across all developmental stages despite the dynamic changes at the RPF and mRNA levels (Fig. 3A, B, “Constitutive”). These proteins could be further classified based on their RPF and mRNA dynamics. In the 1^st^ subgroup, the RPF and mRNA abundance were maintained at high levels across all stages similar to protein dynamics (Fig. 3A, “protein constitutive-RPF constitutive”), including genes that are involved in RNA splicing (e.g., *Ddx5* and *Hnrnp*) and cell cycle (e.g., *Pcna* and *Mcm2*). 

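In blastocysts, Ddx5 (chromosome 11, 106641669 to 106650499) had an RPF level of 409 and 387 FPKM in replicates 1 and 2 and an mRNA level of 128 and 116 FPKM. On the log2 scale, its RPF fell by 0.85 and 0.93 and its mRNA fell by 1.40 and 1.53 from the paper's 8C values. The RPF level of Pcna (chromosome 2, 132074898 to 132079050) was 295 and 286 FPKM, a log2 change of -0.03 and -0.07, and its mRNA level was 137.5 and 121 FPKM, a log2 change of 0.64 and 0.46. Mcm2 (chromosome 6, 88833469 to 88848774) had 67.7 and 74.6 FPKM of RPF and 22.7 and 15.4 FPKM of mRNA. Its mRNA fell by 1.81 and 2.35 on the log2 scale from the paper's 8C value, and its RPF fell by 0.53 and 0.39. The mRNA fall exceeded the spread between blastocyst replicates, which does not cover the spread at 8C or between studies. The 20 Hnrnp genes were all above 0 in both Ribo-seq replicates, with a median RPF of 354 and 290 FPKM and a median mRNA of 28.0 and 37.2 FPKM. In 1 of them, most 28-base windows of the coding sequence occur at more than 20 places in the genome. The authors allowed 20 places per read when mapping to the mm9 transcriptome.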

The genes in 2^nd^ subgroup were transcribed and translated in FGOs but were downregulated from the MII oocytes before they were reactivated after ZGA (Fig. 3A, “protein constitutive-RPF OET downregulated”). These genes were mainly involved in translation initiation (e.g., *Rps* and *Rpl*) and oxidative phosphorylation (e.g., *Ndufs*). 

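In blastocysts, the 30 Rps genes had a median mRNA level of 1549 and 1733 FPKM and a median RPF level of 2522 and 2733 FPKM in replicates 1 and 2. The 49 Rpl genes had medians of 1072 and 1143 FPKM for mRNA and 2029 and 2084 FPKM for RPF. Of these, 48 were above 0 in both Ribo-seq replicates, and the lowest level was 0 in both assays. Among the genes with the paper's 8C values, the median log2 change from 8C was 0.11 for RPF and 1.44 for mRNA in 27 Rps genes, and 0.20 and 1.38 in 36 Rpl genes. Most coding windows occur at more than 20 places for 1 Rps and 3 Rpl genes. The 8 Ndufs genes had a median mRNA of 149 and 154.5 FPKM and a median RPF of 250 and 333 FPKM, with a median log2 change of 1.27 for RPF and 1.77 for mRNA.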

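Gapdh, on chromosome 6 from 125111871 to 125116485, had an mRNA level of 562 and 574 FPKM in blastocyst replicates 1 and 2. This was higher than the mRNA level of 94.2% of the 1999 genes. At the paper's 6 other stages, the mRNA of Gapdh was above 69.6% (FGO), 70.1% (MII), 83.9% (1C), 93.6% (2C), 81.9% (4C), and 62.2% (8C) of these genes. Its RPF level in blastocysts was 16.0 and 8.60 FPKM, or 6.81 and 3.33 footprints, above that of 16.6% of genes. In its coding sequence, 92.4% of the 28-base windows occur at more than 20 places in the genome, and the median window occurs at 67 places. The authors' limit of 20 places per read applied to mapping to the mm9 transcriptome. Golga4, on chromosome 9 from 118415393 to 118491640, had an RPF level of 7.46 and 11.4 FPKM (25.8 and 35.8 footprints) and an mRNA level of 4.06 and 3.59 FPKM. On the log2 scale its RPF was 1.58 and 2.13 above the paper's 8C value.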

The 3^rd^ subgroup genes were lowly transcribed and translated in oocytes and early embryos (Fig. 3A, “protein constitutive-RPF low”), which are involved in small molecule catabolism (e.g., *Gapdh*) and Golgi vesicle transport (e.g., *Golga4*). These proteins were likely accumulated during oocyte growth. The 4^th^ subgroup included genes translated in oocytes and pre-ZGA embryos (2C-stage) but strongly downregulated afterward (Fig. 3A, protein constitutive-RPF maternal). The Rho GTPases signaling and nuclear envelope assembly genes were enriched in this group.

2) “Maternal” proteins were highly expressed from FGO to MII oocytes and gradually degraded after fertilization with concordant transcription and translation dynamics (Fig. 3A, B, “Maternal”). These genes were primarily involved in oocyte development and fertilization (e.g., *Cpeb1*, *Gnrh1*, *Izumo1r*, and *Tdrd5*).

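By the blastocyst stage, these genes were low in both assays. Cpeb1 (chromosome 7, 88491912 to 88600351) had an mRNA level of 0.128 and 0.402 FPKM in replicates 1 and 2. Its RPF was 2.545 FPKM, or 2.01 footprints, in replicate 1 and was listed at 0 in replicate 2. Gnrh1 (chromosome 14, 68363286 to 68367492) was listed at 0 for RPF in both replicates, and its mRNA was 0.461 FPKM and listed at 0. A single footprint on its short coding sequence would give 23.4 and 25.8 FPKM. Izumo1r (chromosome 9, 14690258 to 14708395) was listed at 0 in all 4 libraries. Tdrd5 (chromosome 1, 158185426 to 158233795) had 0.125 FPKM of mRNA in replicate 1 and was listed at 0 in the other 3 libraries.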

3) “OET downregulated” proteins were highly expressed in FGOs, but downregulated either from the MII oocytes or from the 2C embryos, before they reappeared in the 8C embryos or blastocysts (Fig. 3A, B, “OET downregulated”). 

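In blastocysts, Dnmt3a (chromosome 12, 3806007 to 3914443) had an RPF level of 19.0 and 28.7 FPKM in replicates 1 and 2, or 25.5 and 35.0 footprints, and an mRNA level of 5.08 and 9.63 FPKM. Dnmt3l (chromosome 10, 77504692 to 77526367) had an RPF level of 249 and 304 FPKM and an mRNA level of 62.15 and 72.9 FPKM. The RPF of Dnmt3l exceeded that of Dnmt3a in both replicates by more than the spread between them.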

Proteins in this class included DNMT3A and DNMT3L, consistent with the global DNA demethylation after fertilization and global re-methylation starting from the blastocyst [26]. They also included factors involved in mRNA splicing (e.g., snRNPs). 

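The 12 Snrp genes had a median blastocyst RPF of 626.5 and 586 FPKM in replicates 1 and 2 and a median mRNA of 152 and 189 FPKM. The lowest mean RPF among them was 122 FPKM and the highest 4758 FPKM. From the paper's 8C values, available for 7 of them, the median log2 change was 0.30 for RPF and 0.70 for mRNA.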

Notably, inhibiting splicing could convert mESCs to totipotent blastomere-like cells (TBLC) [27] or 2-cell-like cells [28].

4) “OET upregulated” proteins were present at low levels in FGO but were up-regulated upon meiotic resumption. The translation dynamics were consistent with protein changes exhibiting features of "dormant RNAs" (Fig. 3A, B, “OET upregulated”). These genes include regulators of mRNA deadenylation (e.g., *Btg4*, and *Cnot6l*) and chromatin organization (e.g., *Sin3a*, *Ezh2*, *Eed*, and *Tet3*) (Fig. 3B, “OET upregulated”). 

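In blastocysts, Btg4 (chromosome 9, 50924106 to 50927980) was listed at 0 in all 4 libraries, where 1 footprint would give 2.85 and 3.13 FPKM. Cnot6l (chromosome 5, 96499352 to 96593190) had an RPF of 3.83 FPKM in replicate 1, was listed at 0 in replicate 2, and had 0.265 and 0.3265 FPKM of mRNA. Tet3 (chromosome 6, 83312367 to 83391672) was listed at 0 for RPF in replicate 1 and had 0.857 FPKM, or 1.99 footprints, in replicate 2. These 3 genes were at or under the floor of 3 footprints. Sin3a (chromosome 9, 56919847 to 56976173) had an RPF of 8.25 and 22.2 FPKM. Ezh2 (chromosome 6, 47480273 to 47545340) had 42.9 and 47.5 FPKM of RPF and 9.575 and 12.9 FPKM of mRNA. Eed (chromosome 7, 97103166 to 97129493) had 94.9 and 97.2 FPKM of RPF and 38.1 and 28.8 FPKM of mRNA.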

The upregulation of TET3 upon meiotic resumption is consistent with its role in the upcoming global DNA methylome demethylation [29] and also explains why it does not demethylate the oocyte genome. The upregulation of EED and EZH2, components for Polycomb repressive complex 2 (PRC2), is interesting as oocyte-inherited H3K27me3 enables the allele-specific expression of key imprinted genes (e.g., *Gab1*, *Sfmbt2*, and *Slc38a4*) and X chromosome genes (*Xist*) in early embryos [30–32].

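In blastocysts, 10 Exosc genes had a median RPF of 84.0 and 72.75 FPKM and a median mRNA of 23.75 and 27.4 FPKM, and 8 Rrp genes had a median RPF of 39.15 and 59.7 FPKM and a median mRNA of 15.4 and 12.7 FPKM. All of them were above 0 in both Ribo-seq replicates. Kdm3a (chromosome 6, 71538968 to 71582899) had an RPF of 13.0 and 14.4 FPKM and Kdm3b (chromosome 18, 34936662 to 34999024) 31.2 and 31.4 FPKM. The RPF of Gata6 (chromosome 18, 11052508 to 11085633) was 89.4 and 82.8 FPKM, and its mRNA was 10.9 and 9.00 FPKM. Gabpa (chromosome 16, 84835170 to 84864024) had an RPF of 90.1 and 90.4 FPKM and an mRNA level of 7.95 and 10.45 FPKM. Cdx2 (chromosome 5, 148112381 to 148118846) had an RPF of 264 and 319 FPKM and an mRNA level of 21.6 and 21.0 FPKM.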

5) “Embryonic” proteins are translated after ZGA, encoded by genes that are involved in ribosome biogenesis (e.g., *Exosc* and *Rrp*), histone modification (e.g., *Kdm3a/b*), and blastocyst development (e.g., *Gata6*, *Gabpa*, and *Cdx2*) (Fig. 3A, B, “Embryonic”). Notably, genes with stronger translation and transcription levels tended to show detectable proteins at the earlier stages (2-8C), while genes with weaker translation and transcription did not exhibit detectable proteins until the blastocyst stage, likely due to the limited sensitivity of LC–MS/MS.

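In the part of Table S1 used here, 86 proteins absent from oocytes and 1C embryos were first detected at 2C to 8C and 255 at the blastocyst stage alone. The median blastocyst RPF was 4.82 for the first group and 4.60 for the second on the log2(FPKM+1) scale. The difference of 0.22 was not past the threshold in a two-sided permutation test over genes (p = 0.241, adjusted p = 0.402 over 5 such comparisons). For mRNA, the medians were 3.16 and 3.10, a difference of 0.06 (same permutation test, p = 0.849, adjusted p = 0.849). Without Ribo-seq replicate 2, the RPF difference changed sign to -0.01. When detection in both replicates of a stage was required, the groups held 28 and 183 proteins. The RPF difference was then 0.73 (permutation test, p = 0.0486 unadjusted). Only blastocyst levels were compared. The RPF and mRNA levels at 2C to 8C, when the first group was detected, were not, so the paper's statement on earlier detection is not tested directly.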

6) The last group included “Lowly expressed” proteins with low levels of RPFs and mRNAs, which were excluded from subsequent analyses.

Therefore, these results indicate that the proteome, translatome, and transcriptome undergo distinct reprogramming during oocyte maturation and embryogenesis. The proteome is less dynamic than the translatome and the transcriptome, with a large portion of proteins remaining stable even when translation and transcription exhibit substantial changes.

**Fig. 3:**
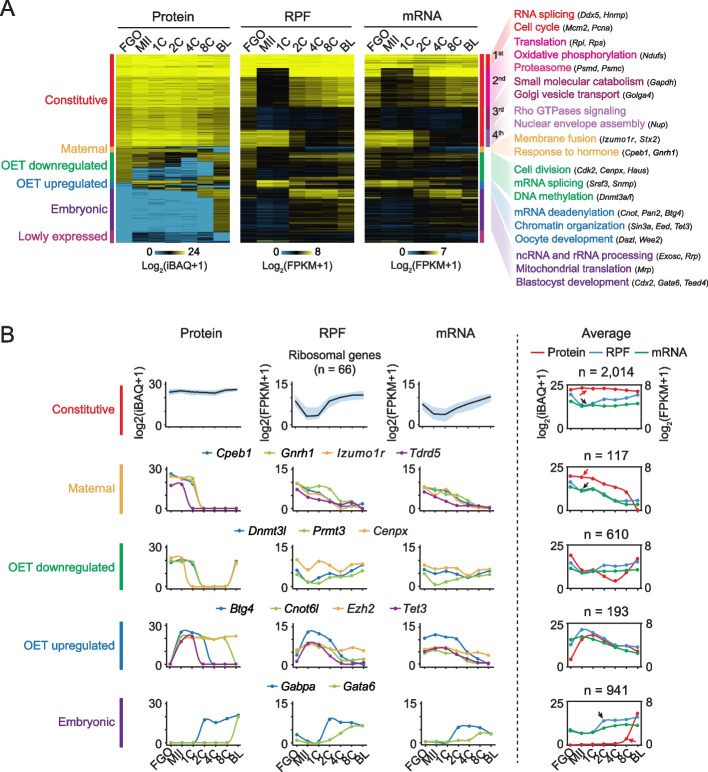
Global proteome dynamics in mouse oocytes and pre-implantation embryos. **A** Heat maps showing the K-means clustering results based on protein dynamics in oocytes and early embryos (*n* = 4,108), with the corresponding RPF and mRNA levels mapped. The enriched GO terms and example genes are also listed. Constitutive proteins are further classified into four subgroups based on the dynamics of RPFs. 1^st^ subgroup, protein constitutive-RPF constitutive; 2^nd^ subgroups, protein constitutive-RPF OET downregulated; 3^rd^ subgroup, protein constitutive-RPF low; 4^th^ subgroup, protein constitutive-RPF maternal. **B** Line plots showing the protein, RPF, and mRNA dynamics across stages for genes from different clusters in (A). Left, the representative genes or gene families; right, the average signals for each cluster. Arrows indicate discordant dynamics among proteome (red), translatome (black), and transcriptome (black) datasets

### FGO-8C proteomes are dominated by FGO-originated proteins

To better understand why the proteomes are distinct from the translatomes and the transcriptomes during OET, we first performed a systematic comparison at each stage. The correlations between translatome and transcriptome were high throughout development (*R* = 0.78–0.90) (Fig. 4A). By contrast, the proteome correlated poorly with the translatome (*R* = 0.27–0.44) and the transcriptome (*R* = 0.26–0.41), except in FGOs (*R* = 0.70 and 0.75, respectively) and blastocysts (*R* = 0.50 and 0.68, respectively) (Fig. 4A). 

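Across 1999 genes, the Spearman correlation of blastocyst RPF with blastocyst mRNA was 0.892, with each level averaged over 2 replicates. With only replicate 2 of both assays it was 0.878, and with only replicate 1 it was 0.885. Over all 20714 genes in both assays it was 0.899. The 8327 genes of at least 1 FPKM in both assays, a set chosen after seeing the data, moved it most, to 0.811. The same filter within the 1999 genes gave 0.8675.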

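For blastocysts, the correlation of protein with RPF was 0.748 across the 1423 genes of Table S1 that passed the paper's FGO rule and were in both assays, with undetected proteins taken as 0. Its 95% bootstrap interval over genes was 0.717 to 0.775. The correlation of protein with mRNA over the same genes was 0.677 (0.643 to 0.709). The correlation with RPF was higher by 0.0703 (0.0493 to 0.0912). The largest move came from keeping only the 1250 proteins detected in blastocyst, which gave 0.709 for RPF and 0.623 for mRNA. The paper's 2 blastocyst protein replicates had a correlation of 0.945 across 1079 proteins.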

The discrepancy between the proteome and the translatome or the transcriptome from MII oocyte to 8C was evidenced by the downregulation of translation and transcription for “constitutive proteins” (Fig. 3B, "Constitutive", red and black arrows), the delayed degradation of maternal proteins (Fig. 3B, “Maternal”, red and black arrows) and the slow accumulation of embryonic proteins (Fig. 3B, “Embryonic”, red and black arrows) relative to transcription and translation.

**Fig. 4:**
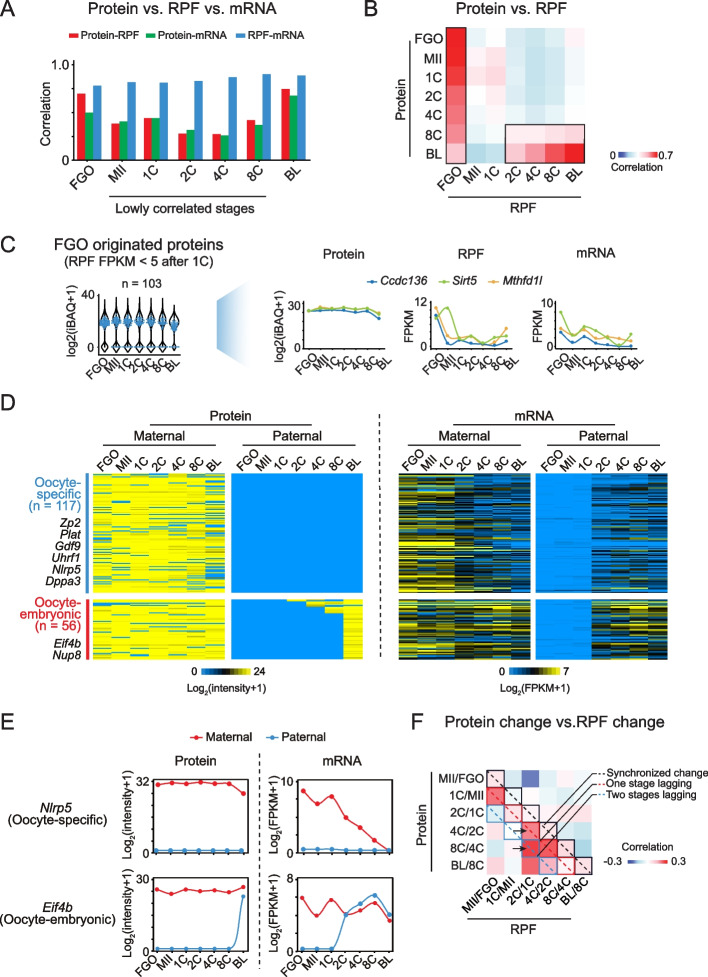
Correlation among protein, RPF, and mRNA during oocyte maturation and early embryo development. **A** Bar plots displaying the Spearman correlation coefficients between protein-RPF, protein-mRNA, and RPF-mRNA at each developmental stage. **B** Heat map showing the Spearman correlation coefficients between pairwise protein and RPF among different developmental stages. The black boxes indicate the highly-correlated stages. **C** Left, violin plot showing the protein levels of all proteins (*n* = 4,108). Blue dots are proteins that originated from FGOs but were not translated or lowly translated in early embryos (FGO originated, RPF FPKM < 5 at the 1C stage and afterward). Right, line plots show the protein, RPF, and mRNA dynamics of representative genes. **D** Heat maps showing the parent-of-origin dynamics of proteins in oocytes and early embryos, with the corresponding parent-of-origin mRNA levels mapped. The example genes are also listed. maternal, C57BL/6J; paternal, PWK/PhJ; *n*, gene number. **E** Line plots showing the parent-of-origin of proteins and mRNAs across developmental stages for example genes. **F** Heat map showing the Spearman correlation coefficients between protein changes and RPF changes among different developmental stages. The dashed lines represent synchronized (black), one-stage lagging (red), and two-stage lagging (blue) changes. Arrows indicate the example transition stages that are highly correlated between protein changes and RPF changes

Strikingly, pairwise correlation analysis between developmental stages showed that the proteomes from FGOs to 8C embryos were all well correlated with the translatome of FGOs, though the correlation gradually decreased (Fig. 4B, left black box). These correlations (e.g., 4C proteins vs FGO RPFs) were often much higher than those of the proteome-translatome at the same stages (e.g., 4C proteins vs 4C RPFs). A similar observation was made for the proteome-transcriptome analysis (Additional file 1: Fig. S4A, left black box). These results suggest the proteomes in oocytes and early embryos are dominated by the “FGO proteome”, likely due to the long-lasting proteins stockpiled in FGOs. In fact, among 103 strictly defined FGO-originated proteins with no or low translation after fertilization (RPF FPKM < 5 at the 1C stage and afterward), 58.3% of them were still detectable in blastocyst, such as CCDC136, SIRT5 and MTHFD1L (Fig. 4C), suggesting that the degradation of maternal proteins, in general, is slow in early embryos.

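In the part of Table S2 used here, 87 of 1999 genes were under 5 FPKM of RPF from 1C to 8C in the paper's values. In the mean of the blastocyst libraries, 41 of these were also under 5 FPKM and 46 were not. All 41 had protein detected in blastocyst, as did all 1999 genes of this part. RPF was listed at 0 in both Ribo-seq replicates for 12 of the 41 and in a single replicate for 11. At a median coding length of 1734 bases, available for 36 of the 41, 5 FPKM was 4.07 and 3.70 footprints in replicates 1 and 2. The limit of 10 FPKM moved the count most, to 83. Ccdc136 (chromosome 6, 29346309 to 29376955) had an RPF of 1.33 FPKM, or 2.38 footprints, in replicate 1 and was listed at 0 in replicate 2, and its mRNA was listed at 0 in both. Sirt5 (chromosome 13, 43460882 to 43490571) was listed at 0 in replicate 1 and had 2.82 FPKM, or 0.999 footprints, in replicate 2. Mthfd1l (chromosome 10, 6179460 to 6373423) had an RPF of 6.16 and 3.77 FPKM. From proteins that persisted where translation was this low, the paper proposes that maternal proteins are degraded slowly in early embryos.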

As a separate validation to the analyses above, the highly variable genome sequences between C57BL/6J and PWK/PhJ strains provide an opportunity to investigate parent-of-origin dynamics of oocyte-originated and embryonic proteins. A total of 484 proteins with non-synonymous protein variations caused by SNPs were identified by LC–MS/MS, among which 173 variant proteins showed differential expression between the two alleles at one or more developmental stages in early embryos (Fig. 4D, Additional file 4: Table S3). Among them, 117 proteins were likely maternal proteins that originated from the oocyte and persisted in early embryos with no paternal-originated protein detected (Fig. 4D and E, “oocyte-specific”), including known maternal factors such as ZP2, GDF9, DPPA3, NLRP5 and PLAT. 

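In blastocysts, Zp2 (chromosome 7, 127270286 to 127288804) and Nlrp5 (chromosome 7, 24170908 to 24226941) were listed at 0 in all 4 libraries. Gdf9 (chromosome 11, 53244525 to 53251406) was listed at 0 for RPF and had 0.1135 FPKM of mRNA in replicate 1 only. Plat (chromosome 8, 23868216 to 23893319) had an RPF of 2.53 and 4.18 FPKM, or 1.99 and 2.99 footprints. Uhrf1 (chromosome 17, 56442744 to 56462909), in the same group of Table S3, had an RPF of 78.4 and 47.5 FPKM and an mRNA level of 9.72 and 8.72 FPKM. Dppa3 (chromosome 6, 122576428 to 122580290) had an mRNA level of 740 and 577 FPKM and an RPF level of 1831 and 2086 FPKM. From the paper's 8C value, its mRNA fell by 1.74 and 2.10 on the log2 scale. It is not listed under this symbol in Table S3. The FPKM values are not split by allele.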

Consistently, their paternal RNAs were generally low in early embryos, suggesting the absence of zygotic transcription. 

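The blastocyst mRNA of the 117 genes that Table S3 lists as oocyte-specific had a median log2(FPKM+1) of 2.89 and 2.95 in replicates 1 and 2. The mean mRNA was under 1 FPKM for 21 of them, listed at 0 in both replicates for 10, and at least 10 FPKM for 39. The highest mean was 181 FPKM.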

Oocyte-originated transcript levels also reduced abruptly after ZGA. In addition, 56 proteins displayed oocyte expression and persisted until the embryonic stage, with paternally-derived proteins also detected at certain stages after ZGA, mostly at the blastocyst stage (Fig. 4D and E, “oocyte-embryonic”). 

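The 56 oocyte-embryonic genes of Table S3 had a median blastocyst mRNA of 5.30 and 5.20 on the log2 scale in replicates 1 and 2. Their mean mRNA was at least 10 FPKM for 42 genes. The median of the oocyte-specific genes minus that of these genes was -2.35 on the log2 scale (two-sided permutation test over genes, p = 1e-05, the smallest that 100000 permutations can give; adjusted p = 5e-05). The filter on genes with at least 1 FPKM moved the difference most, to -2.02, and each replicate alone gave -2.41 and -2.25. These values sum both alleles. The groups rest on whether paternal protein was detected, and they were not matched on protein abundance.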

In agreement with the protein dynamics, transcripts of maternal origin were present throughout oocytes and early embryos, and transcripts of paternal origin emerge after ZGA. We also identified 21 and 4 proteins that were only detected in embryos and showed exclusively maternal and paternal origin, respectively. However, the majority of them showed biallelic mRNA expression in embryos, raising the possibility that they could be false positives due to detection dropout in LC–MS/MS. 

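In blastocysts, the 21 genes of the embryonic-maternal group had a median log2(FPKM+1) of 3.375 and 3.24 for mRNA in replicates 1 and 2 and of 5.61 and 5.05 for RPF. Their mRNA was listed at 0 in both replicates for 1 gene. The 4 genes of the embryonic-paternal group had medians of 4.22 and 4.28 for mRNA and 5.93 and 5.67 for RPF. The lowest mean mRNA among these 4 was 2.47 FPKM.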

Overall, these results indicate the FGO-originated proteins can persist until blastocyst, even in cases where their mRNAs have been degraded.

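Blastocyst RPF was set against the proteome of each stage across 1423 genes. The correlation was 0.4412 with 8C proteins, 0.382 with 4C, 0.357 with 2C, 0.332 with 1C, 0.334 with MII, and 0.3895 with FGO proteins, all below the value within blastocysts. Blastocyst mRNA gave 0.397 with 8C, 0.3505 with 4C, 0.325 with 2C, 0.309 with 1C, 0.317 with MII, and 0.3535 with FGO proteins. Keeping only the proteins detected at each stage raised all of these values and changed their order. For RPF it gave 0.493 with 8C (906 proteins), 0.421 with 4C, 0.436 with 2C, 0.463 with 1C, 0.439 with MII, and 0.464 with FGO proteins, so that the largest move was at 1C. For mRNA it gave 0.452, 0.385, 0.403, 0.418, 0.393, and 0.422 in the same order.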

Interestingly, the translatome and transcriptome after ZGA also poorly correlated with the proteome at the same stage, but strongly correlated with the proteomes of the blastocyst and, to a lesser extent, 8C embryos (Fig. 4B and Additional file 1: Fig. S4A, right black box). This finding is consistent with the above observation that many genes were transcribed from the 2C stage, yet their proteins were not detected until the 8C or blastocyst stage (Fig. 3A and 4D). Indeed, when analyzing the changes between consecutive stages, protein changes after ZGA often correlated with RPF/mRNA changes at the one or two preceding stages (Fig. 4F and Additional file 1: Fig. S4B, red and blue dashed line). 

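The protein change from 8C to blastocyst in Table S2 had a correlation of -0.0190 with the RPF change over the same transition across 1999 genes (-0.0293 and -0.00823 with replicates 1 and 2 alone). With the mRNA change it was -0.0338 (-0.0346 and -0.0310). The paper's RPF change from 4C to 8C gave 0.154 and that from 2C to 4C gave 0.300. The corresponding mRNA changes gave 0.266 and 0.307. With a pseudocount of 0.1, the blastocyst RPF value moved most, to -0.00398. These genes hold 127 of the paper's 938 up-regulated and 463 of its 542 down-regulated proteins at this transition. They thus do not span its full range of protein changes. The paper also measured blastocyst proteins in another batch and on another column than 8C proteins, with a correction for batch.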

For example, the protein changes between the 2C-to-4C and the 4C-to-8C transition better correlated with translation and transcription changes from the preceding 1C-to-2C transition than those changes at the same stage (Fig. 4F and Additional file 1: Fig. S4B, black arrows). Therefore, the detectable protein changes lag behind the translation and transcription changes, which likely reflects both the latencies associated with protein synthesis and maturation [33] and the limited sensitivity of LC–MS/MS.

### Protein changes were partially contributed by transcription and translation changes

Despite the relatively stable proteome, we then focused on proteins that did show changes along oocyte development and embryogenesis and asked to what extent could transcription and translation changes explain their dynamics. To do so, we identified the up- and down-regulated proteins, RPFs, and mRNAs between each of the two consecutive stages. Among the 4,108 proteins, 1,983 (48.3%) proteins showed differential abundance in at least one stage transition (|fold change| ≥ 2 and *P-value* < 0.05) (Fig. 5A, Additional file 5: Table S4). Only small numbers of differentially expressed proteins (DEPs) (*n* = 85–334) were identified at each consecutive transition before the 8C stage. 

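Blastocyst RPF and mRNA were compared between the 938 up-regulated and the 542 down-regulated proteins that the paper lists for the 8C-to-blastocyst transition. The median RPF was 5.10 and 5.01 on the log2(FPKM+1) scale, a difference of 0.09 (two-sided permutation test over genes, p = 0.401, adjusted p = 0.501). The median mRNA was 3.48 and 3.29, a difference of 0.20 (same permutation test, p = 0.141, adjusted p = 0.352). Neither was past the threshold of 0.05. These are levels in blastocysts, so the comparison does not address whether RPF or mRNA changed along with the proteins.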

The 8C-to-blastocyst transition displayed the largest number of DEPs (938 up-regulated and 542 down-regulated) (Fig. 5A), accordant with the reported major transition period [16, 17]. DEPs before ZGA were mainly involved in RNA splicing, cell cycle, and protein localization (Additional file 1: Fig. S5A). DEPs after ZGA were associated with small molecule catabolism, DNA metabolism, ribosome biogenesis, and cell pluripotency (Additional file 1: Fig. S5A). These terms are consistent with the metabolic switch in the early embryos [34] and the establishment of pluripotency in the blastocyst [35]. Meanwhile, much larger numbers of genes (*n* = 579–2,044) showed differential RPFs and mRNAs at each consecutive stage (Fig. 5A) and only small percentages of them (6.1%-31.8%) overlapped with DEPs (Additional file 1: Fig. S5B, C), suggesting the mRNA and RPF changes do not necessarily lead to significant changes in proteins. 

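Between the paper's 8C values and the blastocyst libraries, RPF rose at least 2-fold in both replicates for 568 of 1999 genes and fell for 176. No test was made, since the 8C replicates were not analysed here, and the 8C data come from earlier studies. For mRNA, 468 genes rose and 362 fell. In both assays together, 333 genes rose and 131 fell. Of the genes in this part that the paper lists as up for RPF (467) and down (147), 447 and 131 were also called here. Of the 381 it lists as up for mRNA, 363 were. The median RPF change over all genes was 0.48 and 0.39 in replicates 1 and 2. With the median RPF change set to 0, 401 genes rose and 326 fell, the largest move among the alternatives. The median mRNA change was 0.003491 and 0.06.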

We next sought to estimate the contribution of translation and transcription to protein dynamics. As protein alteration was delayed relative to changes in translation and transcription (Fig. 4F and Additional file 1: Fig. S4B), the DEGs of mRNA and RPF from the current and the preceding two stages were all considered. If the protein changes were accompanied by corresponding mRNA changes, we considered that such protein changes are likely explained by mRNA changes (mRNA contributed). In most cases (93%), mRNA changes are also associated with RPF changes. For the rest protein changes, if they were not accompanied by apparent mRNA changes but were associated with RPF changes, we considered them as “RPF-only contributed”, in which protein dynamics are potentially explained by mRNA-independent translation regulation. The results showed changes of 43 ~ 63% DEPs could be explained by changes in either mRNA or RPF (|mRNA change| > 2 or |RPF change| > 2) before ZGA (Fig. 5B). The up-regulation of proteins before ZGA was mainly achieved by increasing translation efficiency (RPF-only contributed, 27–63%). After ZGA, the changes in mRNA expression could explain the variance of 39 ~ 59% of proteins, while the additional translational control accounted for a relatively small extra portion (11 ~ 21%) of protein variance (Fig. 5B). 

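Of the 1480 DEPs at the 8C-to-blastocyst transition, 590 were in the part of Table S2 used here, 127 up and 463 down. With the blastocyst levels from these libraries, 55.4% had an mRNA change of over 2-fold in the same direction at that transition or the 2 before it. RPF alone accounted for a further 7.80%. With 1 replicate left out, the mRNA share lay between 54.1% and 55.9%. Counting only the 8C-to-blastocyst transition moved the mRNA share most, to 22.2%, and RPF alone then accounted for 6.27%.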

The rest changes in protein abundance (20 ~ 57%) were independent of the counterparts in mRNA or RPF (|mRNA change| < 2 and |RPF change| < 2, Fig. 5B), indicating possible post-translational regulation. 

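The remaining 36.8% of the 590 DEPs had neither change. This share was 31.5% among the up-regulated DEPs and 38.2% among the down-regulated ones. The share was 71.5% when only the last transition was counted and 31.9% with a pseudocount of 0.1.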

Taken together, these results show that translational and post-translational controls likely contribute substantially to protein dynamics prior to ZGA, while transcriptional regulation contributes most to protein changes after ZGA.

**Fig. 5:**
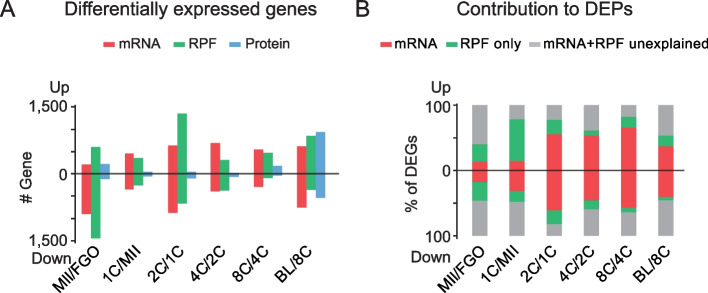
Analyses of differentially expressed genes during oocyte maturation and early embryo development. **A** Bar plots showing the numbers of differentially expressed mRNAs, RPFs, and proteins between consecutive developmental stages (|fold-change| ≥ 2 and *P*-value < 0.05 with Student’s t-test). **B** Bar plots showing the percentages of differentially expressed proteins (DEPs) that could be explained by mRNA changes, additional RPF changes, or neither at each pair of consecutive developmental stages. mRNA, |mRNA change| > two-fold; RPF only, |RFP change| > two-fold and |mRNA change| < two-fold; mRNA + RPF unexplained, |mRNA change| < two-fold and |RPF change| < two-fold

### Protein concordance with translation and transcription correlates with its oocyte stock level and half-life

We were curious about what protein features would predict better correlations between protein and translation or transcription during development. Therefore, we calculated the protein-mRNA and protein-RPF correlation for individual genes across developmental stages (gene-wise correlation, Fig. 6A and Additional file 1: Fig. S6A, B). The correlation differed widely among genes, with median values of 0.18 and 0.19 for protein-RPF and protein-mRNA, respectively (Additional file 1: Fig. S6A, B). 

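With the blastocyst level taken from these libraries, the gene-wise Spearman correlation of protein with RPF over 7 stages had a median of -0.0714 across the 1999 genes used here, and that of protein with mRNA a median of 0.0357. With replicate 1 left out, the RPF median was -0.0357. The largest move for mRNA came without the blastocyst stage, where the median changed sign to -0.0286. These genes are the part of Table S2 available for the analysis, not its full set of genes.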

Correlations based on protein-mRNA and protein-RPF were largely consistent (*R* = 0.76) (Additional file 1: Fig. S6C, left), with a small group of them (29.2%) showing discordance (Additional file 1: Fig. S6C, pink and blue shades). For example, OET upregulated and embryonic proteins tended to show better protein-RPF correlation than protein-mRNA (Additional file 1: Fig. S6D, E, left). This was consistent with OET-upregulated genes being upregulated for translation without changing mRNAs upon meiotic resumption. By contrast, constitutively expressed proteins were better correlated with mRNA than RPF as their proteins remained stable despite downregulation of translation upon meiotic resumption (Additional file 1: Fig. S6D, E, right). 

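Of these 1999 genes, 56.7% had a higher gene-wise correlation of protein with mRNA than with RPF. The correlation was under 0 for 52.1% of genes with RPF and for 46.2% with mRNA.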

Note that such a higher correlation between mRNA-protein compared to RPF-protein does not contradict a closer relationship between translation and protein, but rather caused by the stable protein and mRNA levels due to different reasons (a large amount of stable FGO protein and the lack of transcription during OET, respectively). Overall, about 25% of proteins showed high correlations with translation (*R* > 0.5, high), 24% of proteins showed modest correlations (*R* = 0.2–0.5, medium), and the rest 51% of proteins were lowly correlated (*R* < 0.2, low) (Fig. 6A, “All”). A similar trend was observed for the correlation of protein-mRNA (Additional file 1: Fig. S7A, “All”). As expected, “constitutive proteins” displayed the lowest correlation. This can be attributed to the fact that the RPFs and mRNAs for a significant proportion of them were downregulated from MII oocytes to early embryos (Fig. 3A, RPF for constitutive proteins), while new proteins were continuously produced, albeit at a growingly slower speed. 

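Among the 1999 genes, the protein-RPF correlation was over 0.5 for 15.1%, between 0.2 and 0.5 for 19.6%, and under 0.2 for 65.3%. For mRNA, the shares were 19.0%, 21.5%, and 59.6%. Without the blastocyst stage, 68.6% of genes were under 0.2 for RPF and 62.9% for mRNA.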

As a result, the correlation between RPF/mRNA and protein even became negative (Additional file 1: Fig. S7B-C, 2^nd^ and 3^rd^ subgroups). By contrast, proteins of maternal, OET up- and down-regulated, and embryonic groups showed better correlations with translation and transcription (Fig. 6A and Additional file 1: Fig. S7A), consistent with the notion that developmental genes are under rapid control while housekeeping genes are subjected to protein "buffering" to transcript fluctuations [36] (see Fig. 3B for examples).

**Fig. 6:**
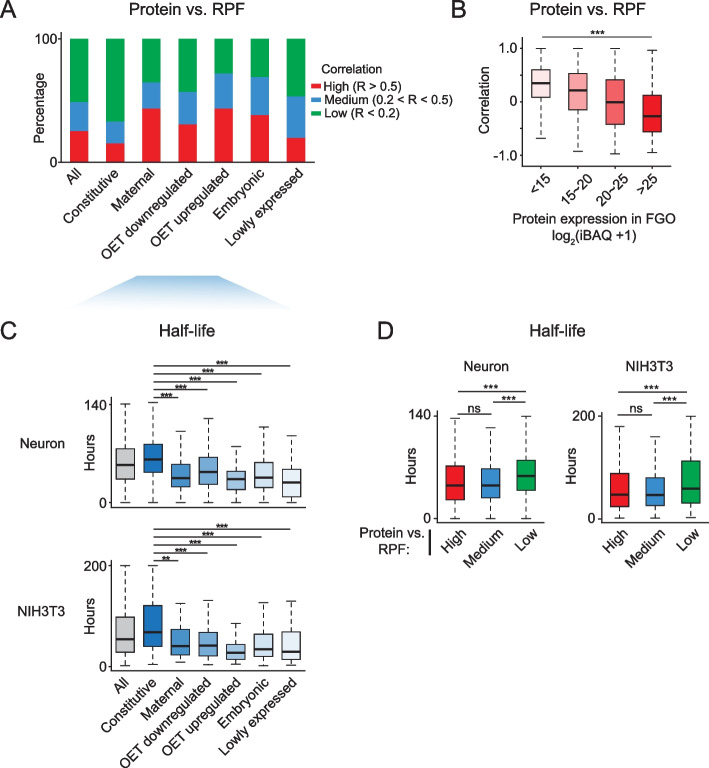
Protein-RPF concordance is linked to the initial protein abundance and the protein half-life. **A** Bar plots showing the percentages of proteins that showed high (*R* > 0.5), medium (*R* > 0.2 and R < 0.5), or low (*R* < 0.2) correlation (Spearman) with RPF for “All” proteins (*n* = 4,108) and different protein groups in Fig. 3A. **B** Box plots showing the protein-RPF correlation based on the protein abundance in FGOs. **C** Box plots showing half-lives determined in mouse embryo neuron [37] or embryonic fibroblast cell line NIH3T3 [36] for different protein groups. **D** Box plots showing protein half-lives for different protein-RPF correlation groups. The significance for all plots was calculated by Wilcoxon rank-sum test (two-tailed). ***, *P*-value < 0.001; **, *P*-value < 0.01; ns, non-significant

Notably, constitutive proteins are both abundant in FGOs and are stably present throughout development (Fig. 3A), partially explaining the low protein-RPF correlation. Indeed, genes showing the highest protein levels in FGOs had the lowest protein-RPF correlations (Fig. 6B and Additional file 1: Fig. S7D). Two possible reasons for the remarkable stability of “constitutive proteins” could be envisioned. 1) These proteins were accumulated in large quantities during oocyte growth. As a result, de novo protein synthesis after meiotic resumption only contributed to a small portion of the total protein and hence did not substantially affect its total levels. 2) These proteins may be resistant to degradation. Currently, no protein half-life datasets are available in mouse oocytes and early embryos. Given protein half-lives are highly conserved among cell types [37–39], we utilized two protein half-life datasets from mouse embryonic neurons [37] and mouse embryonic fibroblast cell line NIH3T3 [36]. Indeed, constitutive proteins showed the longest half-lives among all classes (Fig. 6C). Globally, proteins showing high or medium correlation with RPF had shorter half-lives, while those with low correlation had longer half-lives (Fig. 6D and Additional file 1: Fig. S7E). It was reported that proteins with intrinsically disordered regions (IDRs) had shorter half-lives than those without IDRs [40]. Indeed, we found proteins with high protein-RPF or protein-mRNA correlations are more likely to contain IDRs than those with low correlations (Additional file 1: Fig. S7F). Taken together, the high abundance and long half-life of protein likely contribute to the discordance between protein and translation or transcription during mouse oocyte maturation and early embryo development.

### Protein dynamics could be predicted by translation and the initial stock protein abundance

Given the discordance of protein and RNA/RPF, we next asked if we could predict protein dynamics given the translation profile and the initial protein abundance in FGO. Based on a mass-action kinetics model for the protein dynamics prediction [6, 41], the expected protein abundance at a specific time was determined by the initial protein abundance in FGO ($${\mathrm{P}}_{0}$$), the newly synthesized protein level, and also the degraded protein level over time (Fig. 7A, “$${P}_{0}$$+ RPF model”). The newly synthesized protein was calculated by RPF level times a protein-specific constant α. To simplify the model, we assumed the degradation rate $${k}_{d}$$ for each protein to be invariant across development. For each protein, the parameters $$\mathrm{\alpha }$$ and $${k}_{d}$$ could be inferred by minimizing the average difference between the observed and predicted proteins across all time points (Methods). The results showed the $${P}_{0}$$+ RPF kinetic model could well predict the protein dynamics throughout development (Fig. 7B), as exemplified by genes *Rps21* and *Btg4* (Fig. 7C). 

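Of the 2 genes, Rps21 (chromosome 2, 179992082 to 179993150) had a blastocyst RPF of 7572 and 7719 FPKM in replicates 1 and 2, a log2 change of 0.12 and 0.15 from the paper's 8C value, and an mRNA level of 1607 and 1472 FPKM, a log2 change of 4.09 and 3.96. The kinetic model was not recomputed.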

Notably, the $${P}_{0}$$+ RPF model, but not the RPF-only model which did not consider the initial protein abundance, could well predict the dynamics for constitutive proteins, especially at stages when the translation was repressed (Fig. 7B, red boxes), supporting the buffering effects of existing proteins against translation and transcription perturbation. The median correlation between predicted and measured protein abundance was 0.62 for the $${P}_{0}$$+ RPF model, a striking improvement over the RPF only model (*R* = 0.23) or the simple protein-RPF correlation (median *R* = 0.18) (Fig. 7D). These results suggest that our simple kinetic model with the initial protein abundance and RPF is able to explain a large portion of the observed mRNA-protein discordance during mouse OET.

**Fig. 7:**
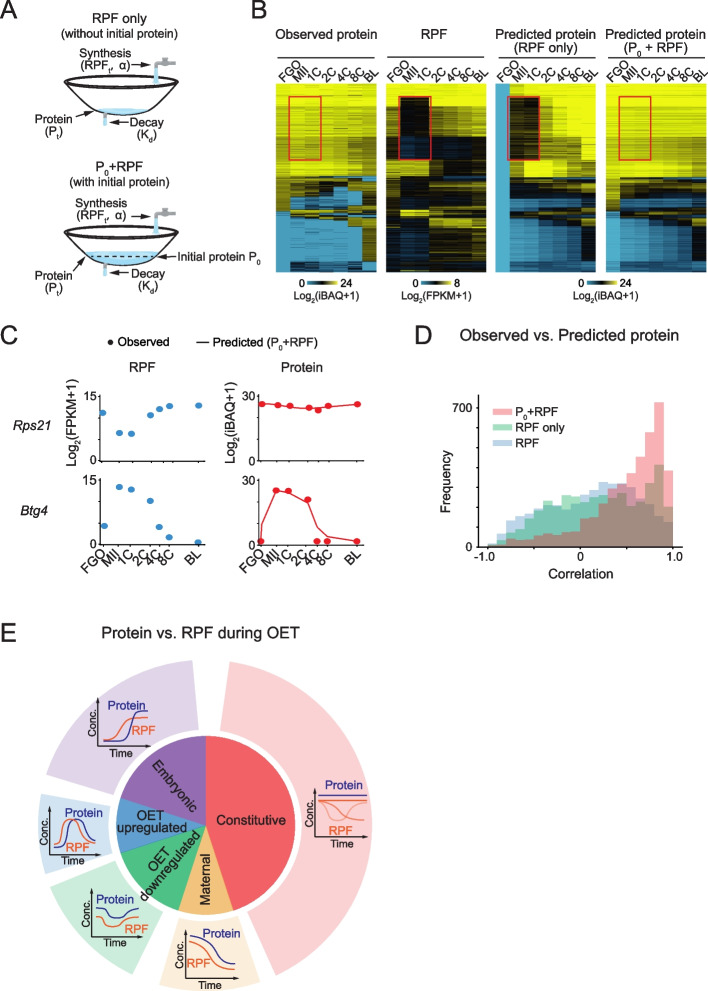
Protein dynamics could be predicted by RPF dynamics plus the initial protein abundance. **A** The kinetic models used for protein dynamics prediction. In the RPF-only model, protein abundance is determined by protein synthesis and degradation. In the $${P}_{0}$$+ RPF model, the initial protein level (P_0_) is additionally considered. α, constant from translation to protein; $${k}_{d}$$, degradation rate; $${RPF}_{t}$$: translation level at time t; $${P}_{t}$$: protein abundance at time t. **B** Heat maps showing the observed protein and RPF levels with the corresponding predicted protein dynamics using RPF-only and $${P}_{0}$$+ RPF models mapped. Red boxes indicate stages that show differential signals between observed protein and RPF. **C** Dot-line plots showing the protein levels predicted by the $${P}_{0}$$+ RPF model (line) and observed from LC–MS/MS (dot) for representative genes (right). RPF level at each stage is also shown (left). **D** Histogram showing the Spearman correlation coefficients between observed protein abundance and RPF level (blue) or predicted protein levels by RPF-only (green) and $${P}_{0}$$+RPF models (red). **E** Summary model of the protein and RPF dynamics in mouse oocytes and early embryos

## Discussion

Using a highly sensitive and quantitative LC–MS/MS approach, we systematically determined the proteome of mouse oocytes and early embryos and investigated its relationship with the corresponding translatome and transcriptome. Our results revealed distinct reprogramming of gene expression during oocyte maturation and embryo development at three levels. The largest transitions of both transcriptome and translatome occurred at the 2C stage (Fig. 2C), while the greatest global proteome change took place later, between the 8C and the blastocyst stage (Fig. 2C). Moreover, the proteome showed much fewer dynamically regulated genes (52.2%) than the translatome (83.5%) and the transcriptome (80.8%) during OET (Fig. 2D and Fig. 7E). One major reason for the discrepancy between proteome and transcriptome/translatome is the dominance of FGO-stockpiled proteins in the proteomes of early embryos. Remarkably, among 103 strictly defined FGO-originated proteins (with minimal translation after fertilization), 58.3% could still be detected in blastocyst (Fig. 4C). These data underscore the importance of directly determining protein levels rather than relying on RNA or translation levels when studying oocytes and early embryos. Using a kinetic model, we showed that protein levels during mouse OET could be partially predicted with the initial protein abundance and translation profiles. Of note, the presence of stable oocyte proteins in OET appears to be an evolutionarily conserved feature as it was also observed in *Xenopus* [6].

One interesting question is why proteins in oocytes and early embryos are so stable. One possible reason is protein production is expensive for cells. The amino acid synthesis and polypeptide assembly could consume 50% of ATPs in rapidly growing yeast cells [42]. Therefore, stabilizing proteins may be especially efficient and energy conserving considering oocytes are often arrested at the diplotene stage even for years. It was reported that certain proteins are synthesized only once during the oocyte growth and execute important functions in the embryo [43, 44], underscoring the need for stability of these proteins. For example, CENP-A at mouse oocyte centromeres has been shown to persist over a year, which underpins the transgenerational inheritance of centromere identity through the female germline [43]. In addition, considering the sheer sizes of oocytes and embryos relative to somatic cells, the long-lasting oocyte-stockpiled proteins may be especially beneficial for embryos to save precious transcription resources for embryo-specific transcripts [45].

By contrast, the translatome and transcriptome experienced significant changes during oocyte maturation and early development. Another intriguing question is whether all such dynamic transcription and translation are functional given some of them do not appear to profoundly impact the proteome. This is particularly relevant to a group of genes that are translated in FGOs but stop translation upon meiotic resumption. Such dynamic translation contrasts the remarkably stable protein levels (Fig. 3A and 7E, protein constitutive-RPF OET downregulated). We speculate that the downregulation of translation and mRNAs may partially arise from the global deadenylation upon meiotic resumption [12, 46–48] as part of the cellular efforts to conserve resources especially when transcription is silent. In addition, the metabolism of nucleotides was reported to be increased during oocyte maturation [49]. The resulting nucleotide metabolites, such as purine and pyrimidine, may provide materials for later DNA and RNA synthesis during ZGA.

Our data revealed the protein variance in mouse oocytes and early embryos could be partially (43 ~ 80%) explained by translation and transcription changes (Fig. 5B). However, about 20 ~ 57% could not be explained by transcription and translation regulation (Fig. 5B). Similarly, it was reported only ~ 40% of differences in protein levels were attributed to variation in mRNA expression in mouse NIH3T3 cells [36]. Of note, protein levels can be regulated at the post-translational levels [50, 51]. How it plays a role in OET remains to be investigated in the future. Finally, it is worth noting that due to the limitation of detection sensitivity of LC–MS/MS, lowly expressed proteins were not analyzed here. New low-input proteomic technologies with improved sensitivity will be instrumental to study low-abundance proteins, such as transcription factors, to further elucidate the regulation of OET.

## Conclusions

In this study, through integrative analyses of datasets generated by ultrasensitive mass spectrometry, we reveal distinct dynamics of the proteome compared to the translatome and the transcriptome during mouse OET. Specifically, for an extended period of oocyte maturation and early embryonic development, the proteomes are dominated by FGO-stockpiled proteins, while the transcriptome and translatome exhibit dynamic changes. Therefore, transcription and translation cannot simply be used to infer the protein levels during OET when post-transcriptional regulation is prevalent. We propose that the remarkably stable oocyte-originated proteomes may help conserve resources to accommodate the demanding needs of fast-growing embryos. These results not only illuminate the regulation of mammalian OET at different levels but also shed light on the fundamental principles controlling gene expression.

## Methods

### Animal maintenance

All animal maintenance and experimental procedures used in this study were carried out according to the guidelines of the Institutional Animal Care and Use Committee (IACUC) of Tsinghua University, Beijing, China. C57BL/6 J and PWK/PhJ mice were purchased from Vital River and Jackson Laboratory respectively and raised in a local core facility.

### Oocyte and early embryo collection

Pre-implantation embryos were collected from 4-week-old C57BL/6J female mice mated with PWK/PhJ males. To induce ovulation, the female mice were intraperitoneally injected with pregnant mare’s serum gonadotropin (PMSG, 5 IU) and human chorionic gonadotrophin (hCG, 5 IU). Fully grown oocytes (FGOs) (> 70 μm) were collected from the ovaries of C57BL/6J female mice 48 h after PMSG injection. MII oocytes or preimplantation embryos were collected at the following time points after hCG stimulation: MII oocytes (14–16 h), 1-cell embryos (27–29 h, PN5), 2-cell embryos (46–48 h, late 2-cell stage), 4-cell embryos (54–56 h), 8-cell embryos (62–65 h). For blastocysts, embryos were collected at the 8-cell stage and cultured to blastocysts in vitro in KSOM medium (Millipore, MR-121-D). Oocytes and embryos were collected in the M2 medium (Sigma, M7167). The zona pellucida was gently removed by treatment with acidic Tyrode’s solution (Sigma, T1788).

### Cycloheximide (CHX) treatment of mouse MII oocytes

To validate the quantification capability of LC–MS/MS, MII oocytes were collected and cultured in M2 medium containing either 0.1% DMSO or 100 μg/ml CHX (Sigma, C4859) for 24 h or 48 h.

### Sample preparation for LC–MS/MS

For the proteome quantification, 100 oocytes or embryos of each developmental stage were harvested with two replicates. In addition, 10, 100, 200, and 500 FGOs were collected for the LC–MS/MS quantification ability validation. The oocytes or embryos were deprived of the zona pellucida in warm acidic Tyrode solution and washed with 1X PBS three times. Oocytes/embryos were then resuspended in lysis buffer (1% sodium deoxycholate, 10 mM TCEP, and 40 mM 2-chloroacetamide in 20 mM Tris–HCl, pH 8.5), boiled for 5 min, and sonicated to denature proteins, shear DNA and enhance cell disruption. Proteins were digested by trypsin and LysC with a ratio of 1:100 (enzyme:protein) and desalted by SDB-RPS StageTips. The eluted peptides were dried in SpeedVac and resuspended in 0.1% formic acid for analysis by mass spectrometry.

### LC–MS/MS analysis

An UltiMateTM 3000 RSLCnano system, directly interfaced with a Q Exactive HF-X mass spectrometer was used here for LC–MS/MS analysis. Peptides were loaded to a trap column (75 µm × 20 mm, 3 µm C18,100 Å, 164,535, Thermo Fisher Scientific) with a max pressure of 620 bar using mobile phase A (0.1% formic acid in H2O), then separated on an analytical column (samples of FGOs to 8-cell embryos used 75 µm × 500 mm, 3 µm C18,100 Å, 164,570, Thermo Fisher Scientific; samples of blastocysts used 100 μm inner diameter, packed in house with ReproSil-Pur C18-AQ 1.9 μm resin from Dr. Maisch GmbH) with a gradient of 4–60% mobile phase B (80% acetonitrile and 0.08% formic acid) at a flow rate of 250 nl/min for 280 min. The MS analysis was operated in data-dependent acquisition (DDA) mode, with one full scan (300–1800 m/z, *R* = 60,000 at 200 m/z) at automatic gain control (AGC) of 3e6, followed by top 40 MS/MS scans with high energy collision dissociation (AGC of 1e5, maximum injection time (IT) 100 ms, isolation window 1.6 m/z, normalized collision energy of 27%).

### Processing of raw LC–MS/MS data

Raw LC–MS/MS data of the proteome were processed by MaxQuant [52] software (v 1.6.2.10) for protein identification searching against the mouse UniProtKB database (September 2019 release). The search criteria were as follows: full tryptic specificity was required; two missed cleavages were allowed; carbamidomethylation (C) was set as the fixed modifications; oxidation (M) and acetylation (protein N terminal) were set as the variable modifications; ion mass tolerances were set at 10 ppm for all MS acquired in an Orbitrap mass analyzer. The false discovery rate was set to 0.01 for proteins and peptides and determined by searching a reverse database. Protein abundance was quantified using iBAQ intensity and log (base 2) transformed.

### LC–MS/MS protein intensity pre-processing

The LC–MS/MS data in this study were performed in three batches (see below table).

**Table:** 

Batch	Sample
1	FGO_rep1, MII_rep1, 1C_rep1, 2C_rep1, 4C_rep1, 8C_rep1
2	FGO_rep2, MII_rep2, 1C_rep2, 2C_rep2, 4C_rep2, 8C_rep2
3	FGO_rep3, FGO_rep4, BL_rep1, BL_rep2

100 FGOs (1–2 replicates) were included in every batch to correct batch effects. Specifically, batch 1 was selected as the reference. FGO proteins detected in all three batches were used, and the differences of median intensities (across all proteins) in FGOs between batch 2/3 and batch 1 were computed as the batch correction factor. The intensities of proteins for all samples in the same batch were then corrected by subtracting the corresponding batch correction factor.

Next, as there are four replicates of FGOs, we averaged two replicates from batch 1 and batch 2 as the new replicate 1 and averaged the two replicates in batch 3 as the new replicate 2. FGO proteins that were only detected in one replicate were excluded. 27 genes that were not detected at any stages in the translatome or the transcriptome data were also discarded, leading to 4,108 genes for the downstream analysis. Wherever appropriate, average intensities were calculated using replicates in which the proteins were detected.

### RNA-seq and Ribo-lite library preparation and sequencing

For blastocysts, RNA-seq libraries were generated using the Smart-seq2 protocol as described previously [53]. Ribo-lite libraries were generated using the protocol described previously [12]. The RNA-seq and Ribo-seq data of all other stages were generated in our previous work [12].

### RNA-seq data processing

Raw reads were trimmed by Trim Galore v0.4.2 and then mapped to the transcriptome of mm9 by STAR v2.5.3a [54] with parameters –outFilterMultimapNmax 20 –outSAMstrandField intronMotif. The gene expression level was calculated by Cufflinks v2.2.1 [55] based on the annotation of mm9 from the UCSC genome browser. The average FPKM from two replicates was calculated.

### Ribo-seq data processing

Raw reads were trimmed by cutadapt v1.14 and then mapped to mouse rRNA sequences (mm9) using Bowtie2 v2.2.2 [56] with parameters –seed = 23. Those aligned to rRNA were discarded, and the rest reads were mapped to the transcriptome of mm9 using STAR v2.5.3a [54] with parameters –outFilterMismatchNmax 2 –outFilterMultimapNmax 20 –outFilterMatchNmin 16 –alignEndsType EndToEnd. The gene expression levels were then calculated by Cufflinks v2.2.1 [55] based on the annotation of the CDS regions, defined by the mm9 refFlat database from the UCSC genome browser. We next calculated the average FPKM for replicates.

### Clustering analysis

The K-means clustering of LC–MS/MS signal was conducted using Cluster 3.0 [57] with the parameters -g 7 (Euclidean distance) -k 10 -r 100. The embryonic proteins detectable at different stages after ZGA were merged into one cluster. Heat maps were generated using Java Treeview.

### Identification of dynamically and stably expressed genes for the proteome, translatome, and transcriptome

To estimate the global dynamic extents for proteome, translatome, and transcriptome during OET, the coefficient of variance (CV) analysis was applied to estimate the overall variance of each gene across developmental stages. For mRNAs and RPFs, genes that expressed (FPKM >  = 1) at one or more stages were selected. Genes with CV > 0.2 of log2 transformed intensity of protein, RPF, or mRNA were considered as dynamically expressed across stages. The rest genes were regarded as stably expressed.

### Analyses of parent-of-origin dynamics of proteins

The single nucleotide polymorphisms (SNPs) between the C57BL/6N and PWK/PhJ mouse strains were downloaded from Sanger database (https://www.mousegenomes.org/snps-indels/) and annotated using ANNOVAR [58] based on the mm9 genome assembly. A customized protein allele database was constructed using ANNOVAR with the parameters “annotate_variation.pl -buildver mm9 -geneanno –seq_padding 30 -dbtype knowngene”. The mouse UniProt protein sequences were updated by replacing the specific amino acids of nonsynonymous variants. For each nonsynonymous variant, peptides of 61 amino acids were generated, comprising 30 amino acids upstream and downstream of the variant residue. Subsequently, the LC–MS/MS data were searched against this allele peptide database using MaxQuant [52], with a false discovery rate of 0.01 for peptide detection.

The intensity of allele peptides from different batches was processed in the same manner as protein intensity to eliminate batch effects. The intensities of different allele peptides from the same proteins were averaged. To detect proteins exhibiting allele-specific expression (ASE), a t-test was performed between alleles with a *P-value* < 0.05 and a |fold change| greater than 2. The proteins exhibiting ASE at any stage of early embryos were identified.

### Analyses of parent-of-origin dynamics of RNAs

The paired-end reads of RNA-seq were first aligned to a modified mm9 genome where all polymorphic sites were N-masked, using hisat2 [59]. After that, the polymorphic sites were identified on the aligned reads. Reads that did not contain SNP information or contained conflicting allelic polymorphic sites were classified as unassigned. Read pairs in which both reads were assigned to the same parental allele or one read was assigned to one parental allele and the other was unassigned were classified as allelic reads for downstream analysis. The abundance of RNA alleles was quantified by StringTie [60] using the refFlat database from the UCSC genome browser.

### DEP and DEG analyses

The differentially expressed proteins (DEPs) between two consecutive stages based on LC–MS/MS and differentially expressed genes (DEGs) based on RNA-seq and Ribo-seq were identified by twofold change and Student’s t-test *P-value* < 0.05. The DEPs for CHX treatment of MII oocytes were defined by a fourfold change.

### Prediction of intrinsically disordered regions (IDRs)

All validated open reading frames (ORFs) in the mouse genome were downloaded from UniProtKB/SwissProt (September, 2019 release). The intrinsic disorder regions were predicted for all protein sequences using the web tool IUPred2A based on the energy estimation [61]. We analyzed the lengths and locations of disordered segments in the protein sequences with an in-house script. Residues with a prediction score above 0.5 were considered as disordered and only regions that contained more than 30 continuous disordered residues were set as IDRs. This length cut-off for IDR was selected based on previous studies [62, 63] showing that there is a minimum length of about 30 residues that allows a disordered protein terminus to efficiently initiate degradation [64].

### Quantification and statistical analysis

The reproducibility between replicates and correlations among protein and RPF or mRNA were estimated with Spearman rank correlation. All box and violin plots were plotted using R and Python. Statistical significance for the enrichment of dormant RNA in CHX repressed proteins was assessed with Fisher’s Exact test. The significance of the association between protein-RPF/mRNA correlation and protein FGO abundance, protein half-life time, and IDR was estimated with Wilcoxon rank-sum test (two-tailed).

### Gene ontology analysis

The Metascape web tool [65] was used to identify the enriched Gene Ontology terms. The terms for each functional cluster were summarized to a representative term and P-values were plotted to show the significance.

### Prediction of protein dynamics

Following a previous study [6], we built a kinetic model to predict protein dynamics across developmental stages based on the law of mass action. In brief, assuming the spatially and temporally constant rates of synthesis and degradation, the expected change in protein level over time is given by

$$\begin{array}{c}\frac{dp\left(t\right)}{dt}=\alpha r\left(t\right)-{k}_{d}p\left(t\right),\end{array}$$

where p(t) is the abundance of proteins at time t, r(t) is the abundance of translating mRNAs (i.e., RPF), $$\mathrm{\alpha }$$ is the transition rate from mRNA translation to protein, and $${k}_{d}$$ is the degradation rate of protein. For each protein, the parameters $$\mathrm{\alpha }$$ and $${k}_{d}$$ can be inferred by giving the measurements of r(t) and p(t) and the initial protein abundance $${p}_{0}$$. Mathematically, we aimed to minimize the difference between the observed protein level $${\widehat{p}}_{i}$$ at time $${t}_{i}$$ and the predicted protein level $$p\left({t}_{i}|{p}_{0},\mathrm{ \alpha }, {k}_{d}\right)$$ on average over all observed time points i, which can be formulated as

$$\underset{\left\{\mathrm{ \alpha },{k}_{p}\right\}\ge 0}{\mathrm{min}}{\sum }_{i}{\left(p\left({t}_{i}|{p}_{0},\mathrm{ \alpha }, {k}_{d}\right)- {\widehat{p}}_{i}\right)}^{2}.$$

We determined the parameters $$\mathrm{\alpha }$$ and $${k}_{d}$$ in the above optimization problem by the function fmincon in MATLAB using the respective RPF and protein abundance data and initial protein abundance $${p}_{0}$$, which was termed as $${P}_{0}$$ + RPF model. To assess the effects of $${p}_{0}$$ on protein prediction, we set $${p}_{0}$$ as 0 when solving the above optimization problem, which was termed as RPF only model. Of note, because RPF data were only measured at specific time points, we thus utilized the piecewise interpolation to approach $$r(t)$$. The abundance of RPF at any time t $$\left({I}_{h}(t)\right)$$ is given by

$${I}_{h}\left(t\right)=\frac{t-{t}_{k+1}}{{t}_{k}-{t}_{k+1}}r\left({t}_{k}\right)+\frac{t-{t}_{k}}{{t}_{k+1}-{t}_{k}}r\left({t}_{k+1}\right), t\in \left[{t}_{k},{t}_{k+1}\right], k=\mathrm{1,2},\dots ,n-1,$$

where n is the number of time points with RPF data.

## Supplementary Information

**Additional file 1: Supplementary figure and figure legends.** **Figure S1.** Validation of LC-MS/MS quantification ability in mouse oocytes. **Figure S2.** Evaluation of LC-MS/MS data quality in mouse oocytes and early embryos. **Figure S3.** Dynamic changes of RPF and mRNA in the mouse oocytes and early embryos. **Figure S4.** Correlation between protein and mRNA across developmental stages. **Figure S5.** Differentially expressed proteins and genes at each consecutive stage. **Figure S6.** Correlation between protein and RPF or mRNA for individual genes across developmental stages. **Figure S7.** Protein features related to the concordance between protein and RPF or mRNA.

**Additional file 2: Table S1.** The processed proteomics data in this study.

**Additional file 3: Table S2.** The high-confidence proteomics data and the matched Ribo-seq and RNA-seq data.

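The blastocyst columns of Table S2 were compared with the deposited FPKM. For RPF, 1930 of 1999 values equalled the mean of log2(FPKM+1) over both replicates. The other 69 genes were listed at 0 in a single replicate, and their values equalled that of the other replicate. All 1999 thus equalled the mean over the replicates above 0. For mRNA, 1997 values did, 39 of them with a replicate at 0, and Fau and Ppia did not.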

**Additional file 4: Table S3.** Parent-of-origin dynamics of oocyte-originated and embryonic proteins. Related to Figure 4D.

**Additional file 5: Table S4.** Defined up- and down-regulated proteins, RPFs, and mRNAs between each of the two consecutive stages. Related to Figure 5A.

**Additional file 6.** Review history

## Data Availability

The mass spectrometry data generated for this study have been deposited to the ProteomeXchange Consortium via PRIDE [66] with the accession number PXD035696 [67]. The RNA-seq and Ribo-seq data of blastocysts are deposited to Gene Expression Omnibus (GEO) with the accession number GSE209648 [68]. Previously published Ribo-seq and RNA-seq data [12, 25] used in this work were from NCBI GEO accession number GSE165782 (Ribo-seq, FGO, MII oocytes, 1C, 2C, 4C, and 8C embryos; RNA-seq, FGO, MII oocytes) [69] and GSE71434 (RNA-seq, 1C, 2C, 4C, and 8C embryos) [70]. The published protein profile of mouse oocytes and/or early embryos from Wang et al. [15], Gao et al. [16], and Israel et al. [17] was downloaded directly from the processed data provided by each study. The protein half-life datasets were obtained from the processed data of mouse embryonic neurons [37] and mouse embryonic fibroblast cell line NIH3T3 [36].

## References

[1] Bachvarova R (1985). Gene expression during oogenesis and oocyte development in mammals. Dev Biol (N Y 1985).

[2] Li L, Zheng P, Dean J (2010). Maternal control of early mouse development. Development.

[3] Christians E, Boiani M, Garagna S, Dessy C, Redi CA, Renard JP, Zuccotti M (1999). Gene expression and chromatin organization during mouse oocyte growth. Dev Biol.

[4] Lee MT, Bonneau AR, Giraldez AJ (2014). Zygotic genome activation during the maternal-to-zygotic transition. Annu Rev Cell Dev Biol.

[5] Schultz RM, Stein P, Svoboda P (2018). The oocyte-to-embryo transition in mouse: past, present, and future. Biol Reprod.

[6] Peshkin L, Wuhr M, Pearl E, Haas W, Freeman RM, Gerhart JC, Klein AM, Horb M, Gygi SP, Kirschner MW (2015). On the relationship of protein and mRNA dynamics in vertebrate embryonic development. Dev Cell.

[7] Richter JD (1991). Translational control during early development. BioEssays.

[8] Johnstone O, Lasko P (2001). Translational regulation and RNA localization in Drosophila oocytes and embryos. Annu Rev Genet.

[9] Wang Q, Chung YG, deVries WN, Struwe M, Latham KE (2001). Role of protein synthesis in the development of a transcriptionally permissive state in one-cell stage mouse embryos. Biol Reprod.

[10] Wang Q, Latham KE (1997). Requirement for protein synthesis during embryonic genome activation in mice. Mol Reprod Dev.

[11] Zhang C, Wang M, Li Y, Zhang Y (2022). Profiling and functional characterization of maternal mRNA translation during mouse maternal-to-zygotic transition. Sci Adv.

[12] Xiong Z, Xu K, Lin Z, Kong F, Wang Q, Quan Y, Sha QQ, Li F, Zou Z, Liu L (2022). Ultrasensitive Ribo-seq reveals translational landscapes during mammalian oocyte-to-embryo transition and pre-implantation development. Nat Cell Biol.

[13] Aoki F, Hara KT, Schultz RM (2003). Acquisition of transcriptional competence in the 1-cell mouse embryo: requirement for recruitment of maternal mRNAs. Mol Reprod Dev.

[14] Deutsch DR, Frohlich T, Otte KA, Beck A, Habermann FA, Wolf E, Arnold GJ (2014). Stage-specific proteome signatures in early bovine embryo development. J Proteome Res.

[15] Wang S, Kou Z, Jing Z, Zhang Y, Guo X, Dong M, Wilmut I, Gao S (2010). Proteome of mouse oocytes at different developmental stages. Proc Natl Acad Sci U S A.

[16] Gao Y, Liu X, Tang B, Li C, Kou Z, Li L, Liu W, Wu Y, Kou X, Li J (2017). Protein expression landscape of mouse embryos during pre-implantation development. Cell Rep.

[17] Israel S, Ernst M, Psathaki OE, Drexler HCA, Casser E, Suzuki Y, Makalowski W, Boiani M, Fuellen G, Taher L (2019). An integrated genome-wide multi-omics analysis of gene expression dynamics in the preimplantation mouse embryo. Sci Rep.

[18] Virant-Klun I, Leicht S, Hughes C, Krijgsveld J (2016). Identification of maturation-specific proteins by single-cell proteomics of human oocytes. Mol Cell Proteomics.

[19] Zou Z, Zhang C, Wang Q, Hou Z, Xiong Z, Kong F, Wang Q, Song J, Liu B, Liu B (2022). Translatome and transcriptome co-profiling reveals a role of TPRXs in human zygotic genome activation. Science.

[20] Hu W, Zeng H, Shi Y, Zhou C, Huang J, Jia L, Xu S, Feng X, Zeng Y, Xiong T (2022). Single-cell transcriptome and translatome dual-omics reveals potential mechanisms of human oocyte maturation. Nat Commun.

[21] Kulak NA, Pichler G, Paron I, Nagaraj N, Mann M (2014). Minimal, encapsulated proteomic-sample processing applied to copy-number estimation in eukaryotic cells. Nat Methods.

[22] Moor RM, Crosby IM (1986). Protein requirements for germinal vesicle breakdown in ovine oocytes. J Embryol Exp Morphol.

[23] German SD, Lee JH, Campbell KH, Sweetman D, Alberio R (2015). Actin depolymerization is associated with meiotic acceleration in cycloheximide-treated ovine oocytes. Biol Reprod.

[24] Taher L, Israel S, Drexler HCA, Makalowski W, Suzuki Y, Fuellen G, Boiani M (2021). The proteome, not the transcriptome, predicts that oocyte superovulation affects embryonic phenotypes in mice. Sci Rep.

[25] Zhang B, Zheng H, Huang B, Li W, Xiang Y, Peng X, Ming J, Wu X, Zhang Y, Xu Q (2016). Allelic reprogramming of the histone modification H3K4me3 in early mammalian development. Nature.

[26] Zhang Y, Xiang Y, Yin Q, Du Z, Peng X, Wang Q, Fidalgo M, Xia W, Li Y, Zhao ZA (2018). Dynamic epigenomic landscapes during early lineage specification in mouse embryos. Nat Genet.

[27] Shen H, Yang M, Li S, Zhang J, Peng B, Wang C, Chang Z, Ong J, Du P (2021). Mouse totipotent stem cells captured and maintained through spliceosomal repression. Cell.

[28] Rodriguez-Terrones D, Gaume X, Ishiuchi T, Weiss A, Kopp A, Kruse K, Penning A, Vaquerizas JM, Brino L, Torres-Padilla ME (2018). A molecular roadmap for the emergence of early-embryonic-like cells in culture. Nat Genet.

[29] Gu TP, Guo F, Yang H, Wu HP, Xu GF, Liu W, Xie ZG, Shi L, He X, Jin SG (2011). The role of Tet3 DNA dioxygenase in epigenetic reprogramming by oocytes. Nature.

[30] Harris C, Cloutier M, Trotter M, Hinten M, Gayen S, Du Z, Xie W, Kalantry S (2019). Conversion of random X-inactivation to imprinted X-inactivation by maternal PRC2. Elife.

[31] Inoue A, Chen Z, Yin Q, Zhang Y (2018). Maternal Eed knockout causes loss of H3K27me3 imprinting and random X inactivation in the extraembryonic cells. Genes Dev.

[32] Inoue A, Jiang L, Lu F, Suzuki T, Zhang Y (2017). Maternal H3K27me3 controls DNA methylation-independent imprinting. Nature.

[33] Liu Y, Beyer A, Aebersold R (2016). On the dependency of cellular protein levels on mRNA abundance. Cell.

[34] Zhang J, Zhao J, Dahan P, Lu V, Zhang C, Li H, Teitell MA (2018). Metabolism in pluripotent stem cells and early mammalian development. Cell Metab.

[35] Nichols J, Smith A (2012). Pluripotency in the embryo and in culture. Cold Spring Harb Perspect Biol.

[36] Schwanhausser B, Busse D, Li N, Dittmar G, Schuchhardt J, Wolf J, Chen W, Selbach M (2011). Global quantification of mammalian gene expression control. Nature.

[37] Mathieson T, Franken H, Kosinski J, Kurzawa N, Zinn N, Sweetman G, Poeckel D, Ratnu VS, Schramm M, Becher I (2018). Systematic analysis of protein turnover in primary cells. Nat Commun.

[38] Swovick K, Welle KA, Hryhorenko JR, Seluanov A, Gorbunova V, Ghaemmaghami S (2018). Cross-species comparison of proteome turnover kinetics. Mol Cell Proteomics.

[39] Cambridge SB, Gnad F, Nguyen C, Bermejo JL, Kruger M, Mann M (2011). Systems-wide proteomic analysis in mammalian cells reveals conserved, functional protein turnover. J Proteome Res.

[40] van der Lee R, Lang B, Kruse K, Gsponer J, de SanchezGroot N, Huynen MA, Matouschek A, Fuxreiter M, Babu MM (2014). Intrinsically disordered segments affect protein half-life in the cell and during evolution. Cell Rep.

[41] Tchourine K, Poultney CS, Wang L, Silva GM, Manohar S, Mueller CL, Bonneau R, Vogel C (2014). One third of dynamic protein expression profiles can be predicted by a simple rate equation. Mol Biosyst.

[42] Warner JR (1999). The economics of ribosome biosynthesis in yeast. Trends Biochem Sci.

[43] Smoak EM, Stein P, Schultz RM, Lampson MA, Black BE (2016). Long-term retention of CENP-A nucleosomes in mammalian oocytes underpins transgenerational inheritance of centromere identity. Curr Biol.

[44] Burkhardt S, Borsos M, Szydlowska A, Godwin J, Williams SA, Cohen PE, Hirota T, Saitou M, Tachibana-Konwalski K (2016). Chromosome cohesion established by Rec8-Cohesin in fetal oocytes is maintained without detectable turnover in oocytes arrested for months in Mice. Curr Biol.

[45] Percharde M, Bulut-Karslioglu A, Ramalho-Santos M (2017). Hypertranscription in development, stem cells, and regeneration. Dev Cell.

[46] Liu Y, Zhao H, Shao F, Zhang Y, Nie H, Zhang J (2023). Remodeling of maternal mRNA through poly(A) tail orchestrates human oocyte-to-embryo transition. Nat Struct Mol Biol.

[47] Luong XG, Daldello EM, Rajkovic G, Yang CR, Conti M (2020). Genome-wide analysis reveals a switch in the translational program upon oocyte meiotic resumption. Nucleic Acids Res.

[48] Hake LE, Richter JD (1997). Translational regulation of maternal mRNA. Biochim Biophys Acta.

[49] Li L, Zhu S, Shu W, Guo Y, Guan Y, Zeng J, Wang H, Han L, Zhang J, Liu X (2020). Characterization of metabolic patterns in mouse oocytes during meiotic maturation. Mol Cell.

[50] Wang SH, Hsiao CJ, Khan Z, Pritchard JK (2018). Post-translational buffering leads to convergent protein expression levels between primates. Genome Biol.

[51] Yang P, Humphrey SJ, Cinghu S, Pathania R, Oldfield AJ, Kumar D, Perera D, Yang JYH, James DE, Mann M, Jothi R (2019). Multi-omic profiling reveals dynamics of the phased progression of pluripotency. Cell Syst.

[52] Tyanova S, Temu T, Cox J (2016). The MaxQuant computational platform for mass spectrometry-based shotgun proteomics. Nat Protoc.

[53] Picelli S, Faridani OR, Bjorklund AK, Winberg G, Sagasser S, Sandberg R (2014). Full-length RNA-seq from single cells using Smart-seq2. Nat Protoc.

[54] Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, Batut P, Chaisson M, Gingeras TR (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[55] Trapnell C, Williams BA, Pertea G, Mortazavi A, Kwan G, van Baren MJ, Salzberg SL, Wold BJ, Pachter L (2010). Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. Nat Biotechnol.

[56] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2. Nat Methods.

[57] de Hoon MJ, Imoto S, Nolan J, Miyano S (2004). Open source clustering software. Bioinformatics.

[58] Wang K, Li M, Hakonarson H (2010). ANNOVAR: functional annotation of genetic variants from high-throughput sequencing data. Nucleic Acids Res.

[59] Kim D, Paggi JM, Park C, Bennett C, Salzberg SL (2019). Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype. Nat Biotechnol.

[60] Pertea M, Pertea GM, Antonescu CM, Chang TC, Mendell JT, Salzberg SL (2015). StringTie enables improved reconstruction of a transcriptome from RNA-seq reads. Nat Biotechnol.

[61] Meszaros B, Erdos G, Dosztanyi Z (2018). IUPred2A: context-dependent prediction of protein disorder as a function of redox state and protein binding. Nucleic Acids Res.

[62] Matyskiela ME, Lander GC, Martin A (2013). Conformational switching of the 26S proteasome enables substrate degradation. Nat Struct Mol Biol.

[63] Lander GC, Estrin E, Matyskiela ME, Bashore C, Nogales E, Martin A (2012). Complete subunit architecture of the proteasome regulatory particle. Nature.

[64] Inobe T, Fishbain S, Prakash S, Matouschek A (2011). Defining the geometry of the two-component proteasome degron. Nat Chem Biol.

[65] Zhou Y, Zhou B, Pache L, Chang M, Khodabakhshi AH, Tanaseichuk O, Benner C, Chanda SK (2019). Metascape provides a biologist-oriented resource for the analysis of systems-level datasets. Nat Commun.

[66] Perez-Riverol Y, Bai J, Bandla C, Garcia-Seisdedos D, Hewapathirana S, Kamatchinathan S, Kundu DJ, Prakash A, Frericks-Zipper A, Eisenacher M (2022). The PRIDE database resources in 2022: a hub for mass spectrometry-based proteomics evidences. Nucleic Acids Res.

[67] Hongmei Zhang SJ, Ke Zhang, Yuling Chen, Jia Ming, Feng Kong, Lijuan Wang, Shun Wang, Zhuoning Zou, Zhuqing Xiong, Kai Xu, Zili Lin, Bo Huang, Ling Liu, Qiang Fan, Suoqin Jin, Haiteng Deng, Wei Xie: Distinct transcriptome, translatome, and proteome reprogramming during the oocyte-to-embryo transition. Datasets. PRIDE. 2023, https://www.ebi.ac.uk/pride/archive/projects/PXD035696.10.1186/s13059-023-02997-8PMC1034783637443062

[68] Hongmei Zhang SJ, Ke Zhang, Yuling Chen, Jia Ming, Feng Kong, Lijuan Wang, Shun Wang, Zhuoning Zou, Zhuqing Xiong, Kai Xu, Zili Lin, Bo Huang, Ling Liu, Qiang Fan, Suoqin Jin, Haiteng Deng, Wei Xie: Distinct transcriptome, translatome, and proteome reprogramming during the oocyte-to-embryo transition. Datasets. Gene Expression Omnibus. 2323, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE71434.10.1186/s13059-023-02997-8PMC1034783637443062

[69] Xiong Z, Xu K, Lin Z, Kong F, Wang Q, Quan Y, Sha QQ, Li F, Zou Z, Liu L, et al: Ultrasensitive Ribo-seq reveals translational landscapes during mammalian oocyte-to-embryo transition and pre-implantation development. Datasets. Gene Expression Omnibus. 2022, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE165782.10.1038/s41556-022-00928-635697785

[70] Zhang B, Zheng H, Huang B, Li W, Xiang Y, Peng X, Ming J, Wu X, Zhang Y, Xu Q, et al: Allelic reprogramming of the histone modification H3K4me3 in early mammalian development. Datasets. Gene Expression Omnibus. 2016, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE71434.10.1038/nature1936127626382

# Supplementary material for: Stable maternal proteins underlie distinct transcriptome, translatome, and proteome reprogramming during mouse oocyte-to-embryo transition
**Source:** Genome Biol. 2023 Jul 13;24:166. doi: 10.1186/s13059-023-02997-8
**Supplement:** Supplementary file 1 — Additional file 1: Supplementary figure and figure legends. Figure S1. Validation of LC-MS/MS quantification ability in mouse oocytes. Figure S2. Evaluation of LC-MS/MS data quality in mouse oocytes and early embryos. Figure S3. Dynamic changes of RPF and mRNA in the mouse oocytes and early embryos. Figure S4. Correlation between protein and mRNA across developmental stages. Figure S5. Differentially expressed proteins and genes at each consecutive stage. Figure S6. Correlation between protein and RPF or mRNA for individual genes across developmental stages. Figure S7. Protein features related to the concordance between protein and RPF or mRNA.

**
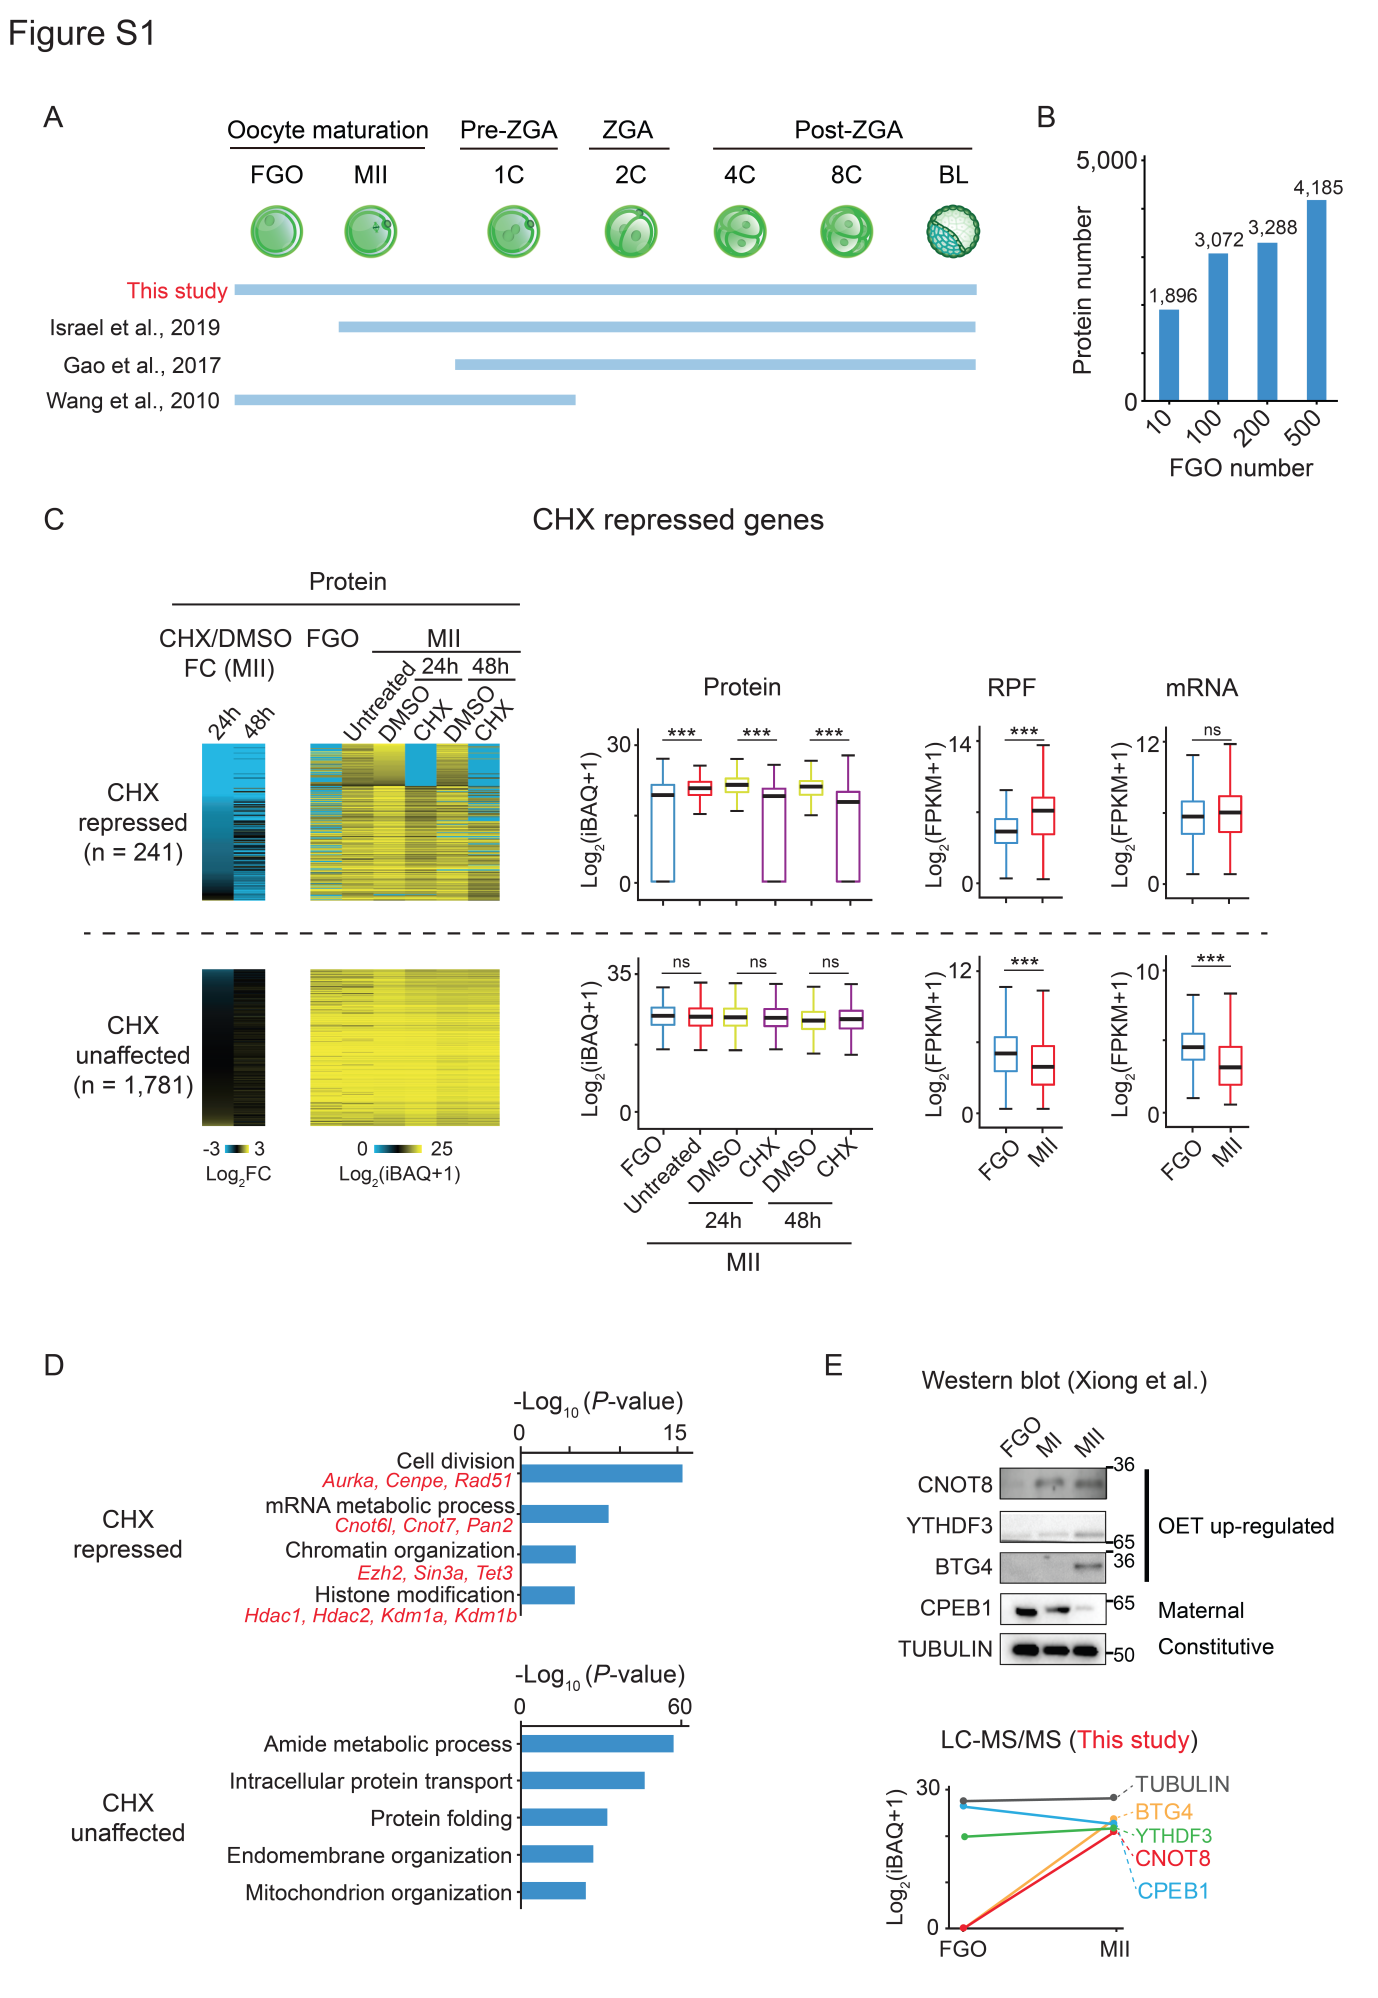
**

**Figure S1. Validation of LC-MS/MS quantification ability in mouse oocytes.**

**(A)** A schematic showing the developmental stages of oocytes and embryos covered in this study and the previous datasets.

**(B)** Detected protein numbers using varying numbers of input FGOs.

**(C)** Heat maps showing the protein fold changes (FC) and protein intensities in FGOs and MII oocytes treated with DMSO or CHX for 24 h or 48 h (left); box plots showing the protein, RPF, and mRNA levels in untreated FGOs and MII oocytes, and protein levels in MII oocytes treated with DMSO or CHX for 24 h or 48 h.

**(D)** Bar plots showing the enriched GO terms for CHX repressed and unaffected genes. The representative genes for each term are also shown.

**(E)** Protein levels in oocytes for five example genes quantified via Western blot in our previous study (top) or by LC-MS/MS from this study (bottom).

**
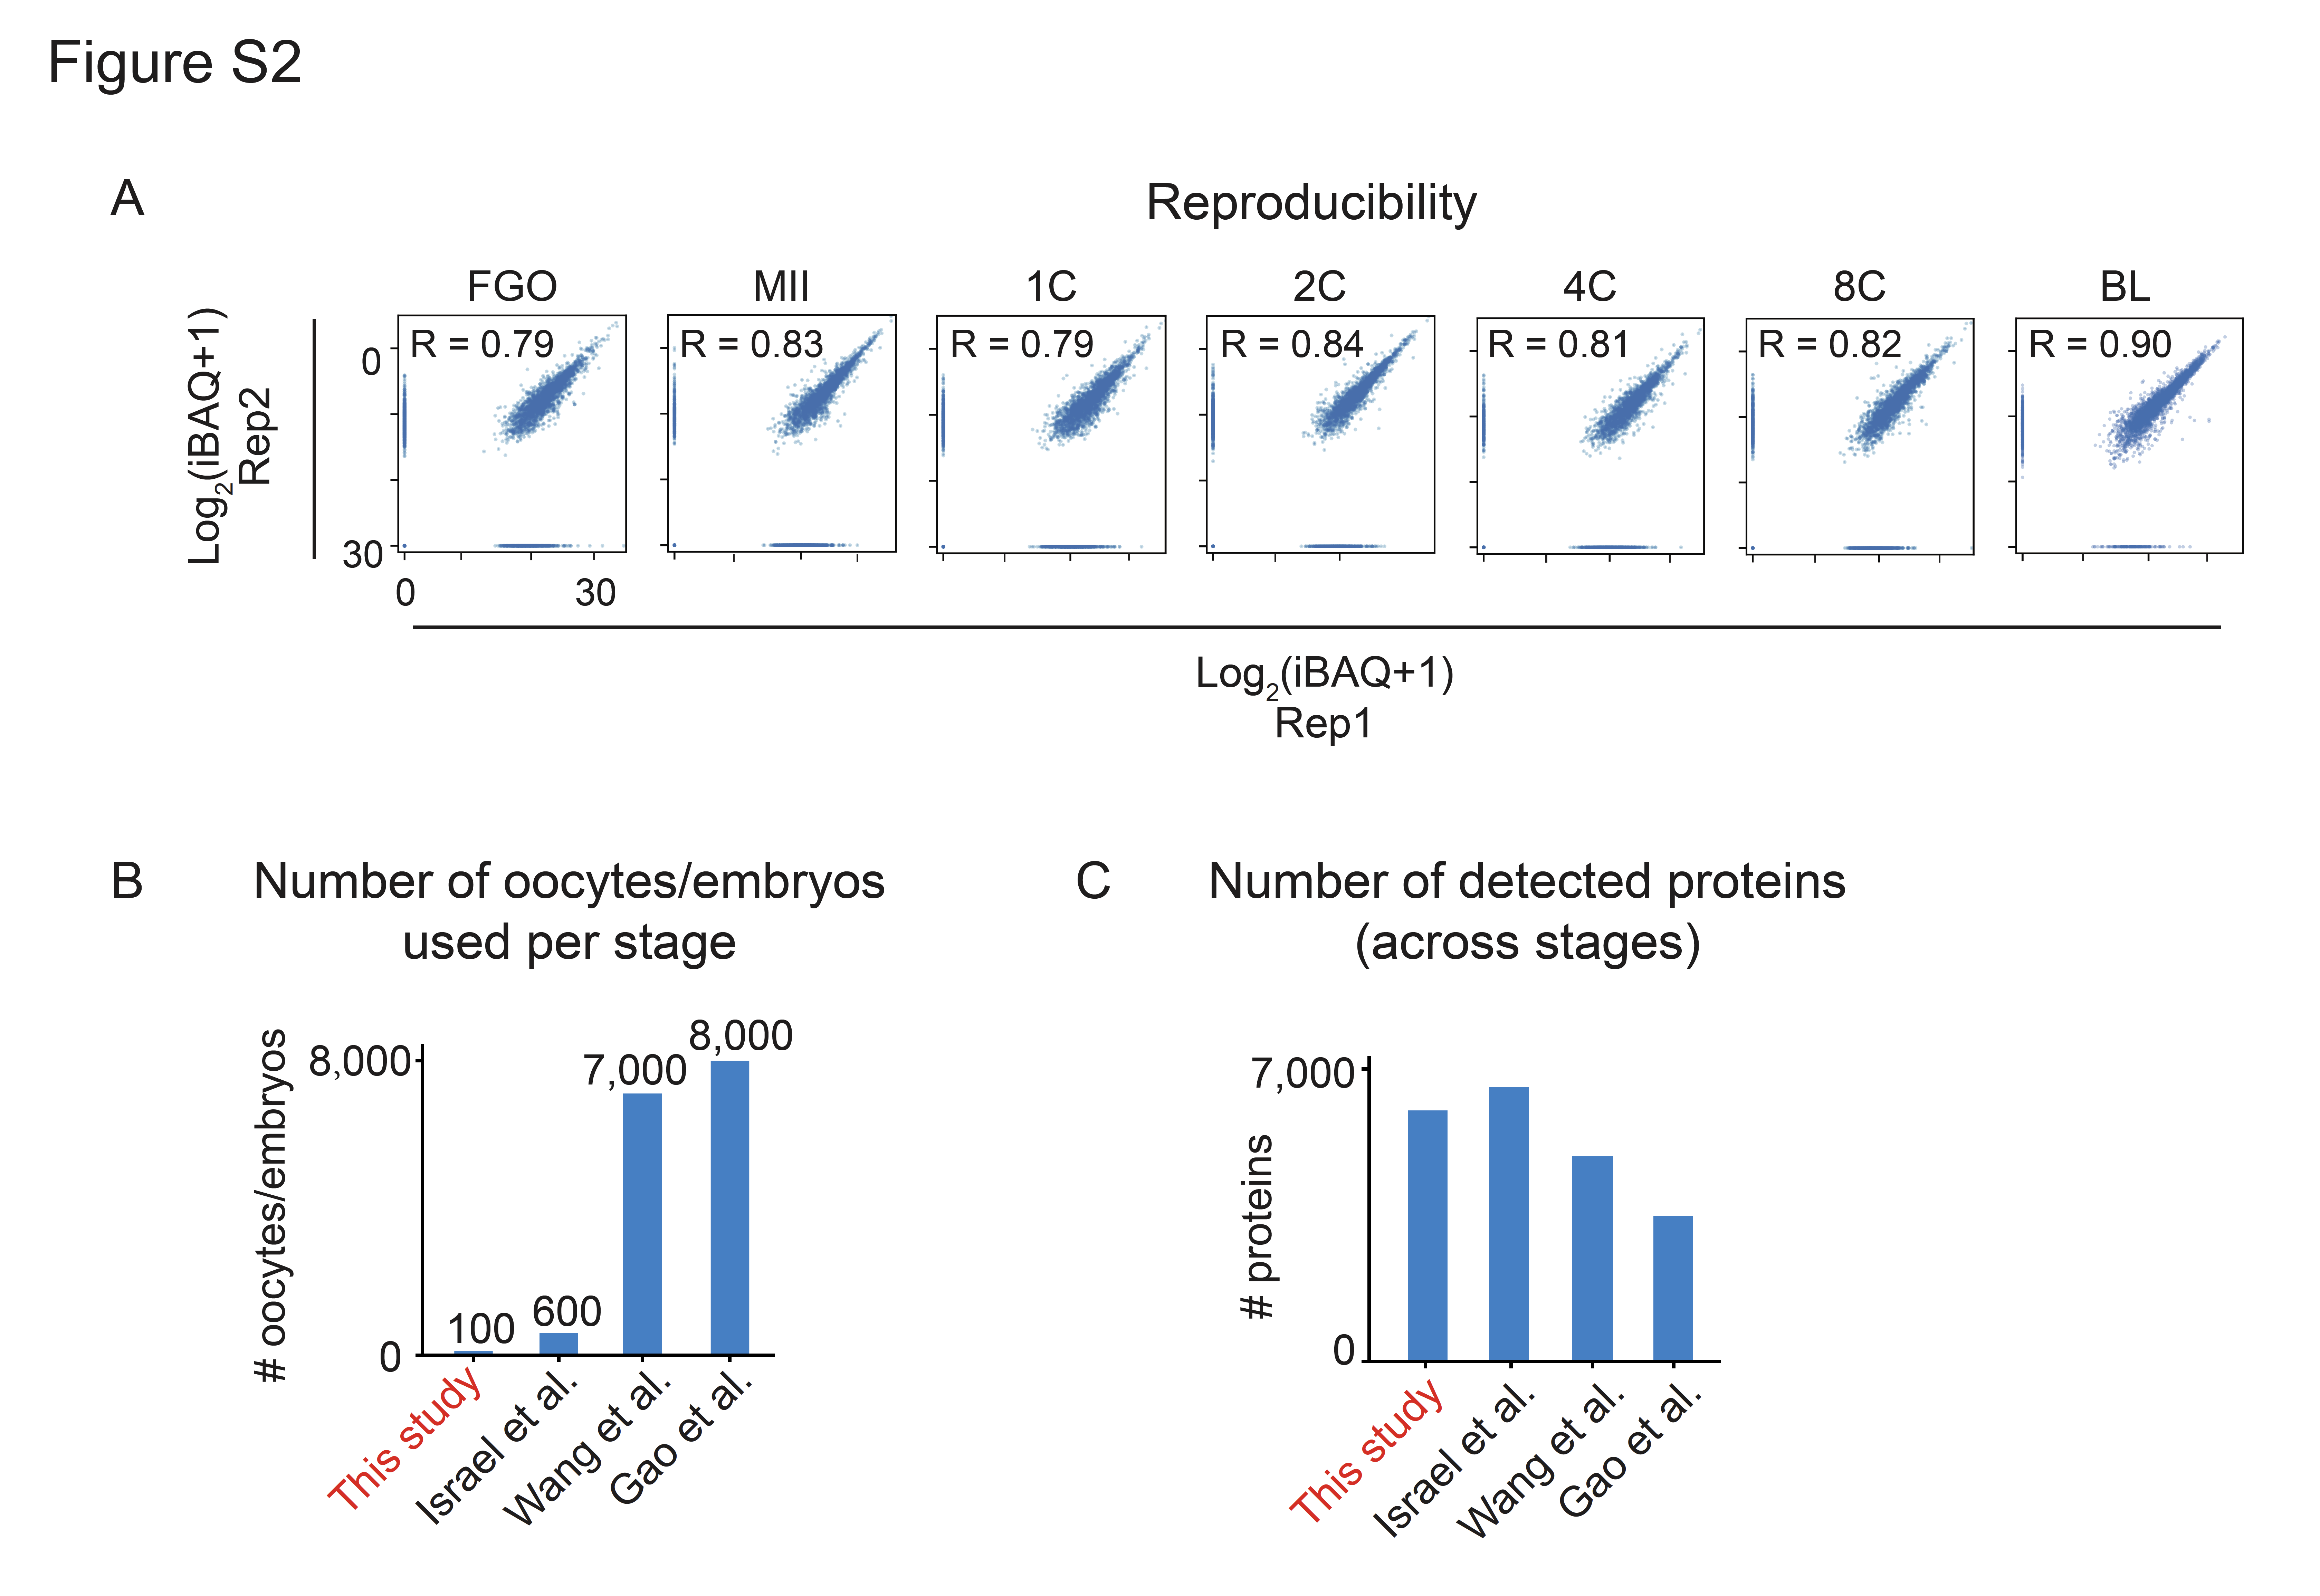
**

**Figure S2. Evaluation of LC-MS/MS data quality in mouse oocytes and early embryos.**

**(A)** Scatter plots comparing the protein intensity between biological replicates of LC-MS/MS data for each stage. The Spearman correlation coefficients are also shown.

**(B)** Bar plots showing the numbers of oocytes and embryos utilized in this study and the previous datasets.

**(C)** Bar plots showing the numbers of proteins detected in this study and the previous datasets.

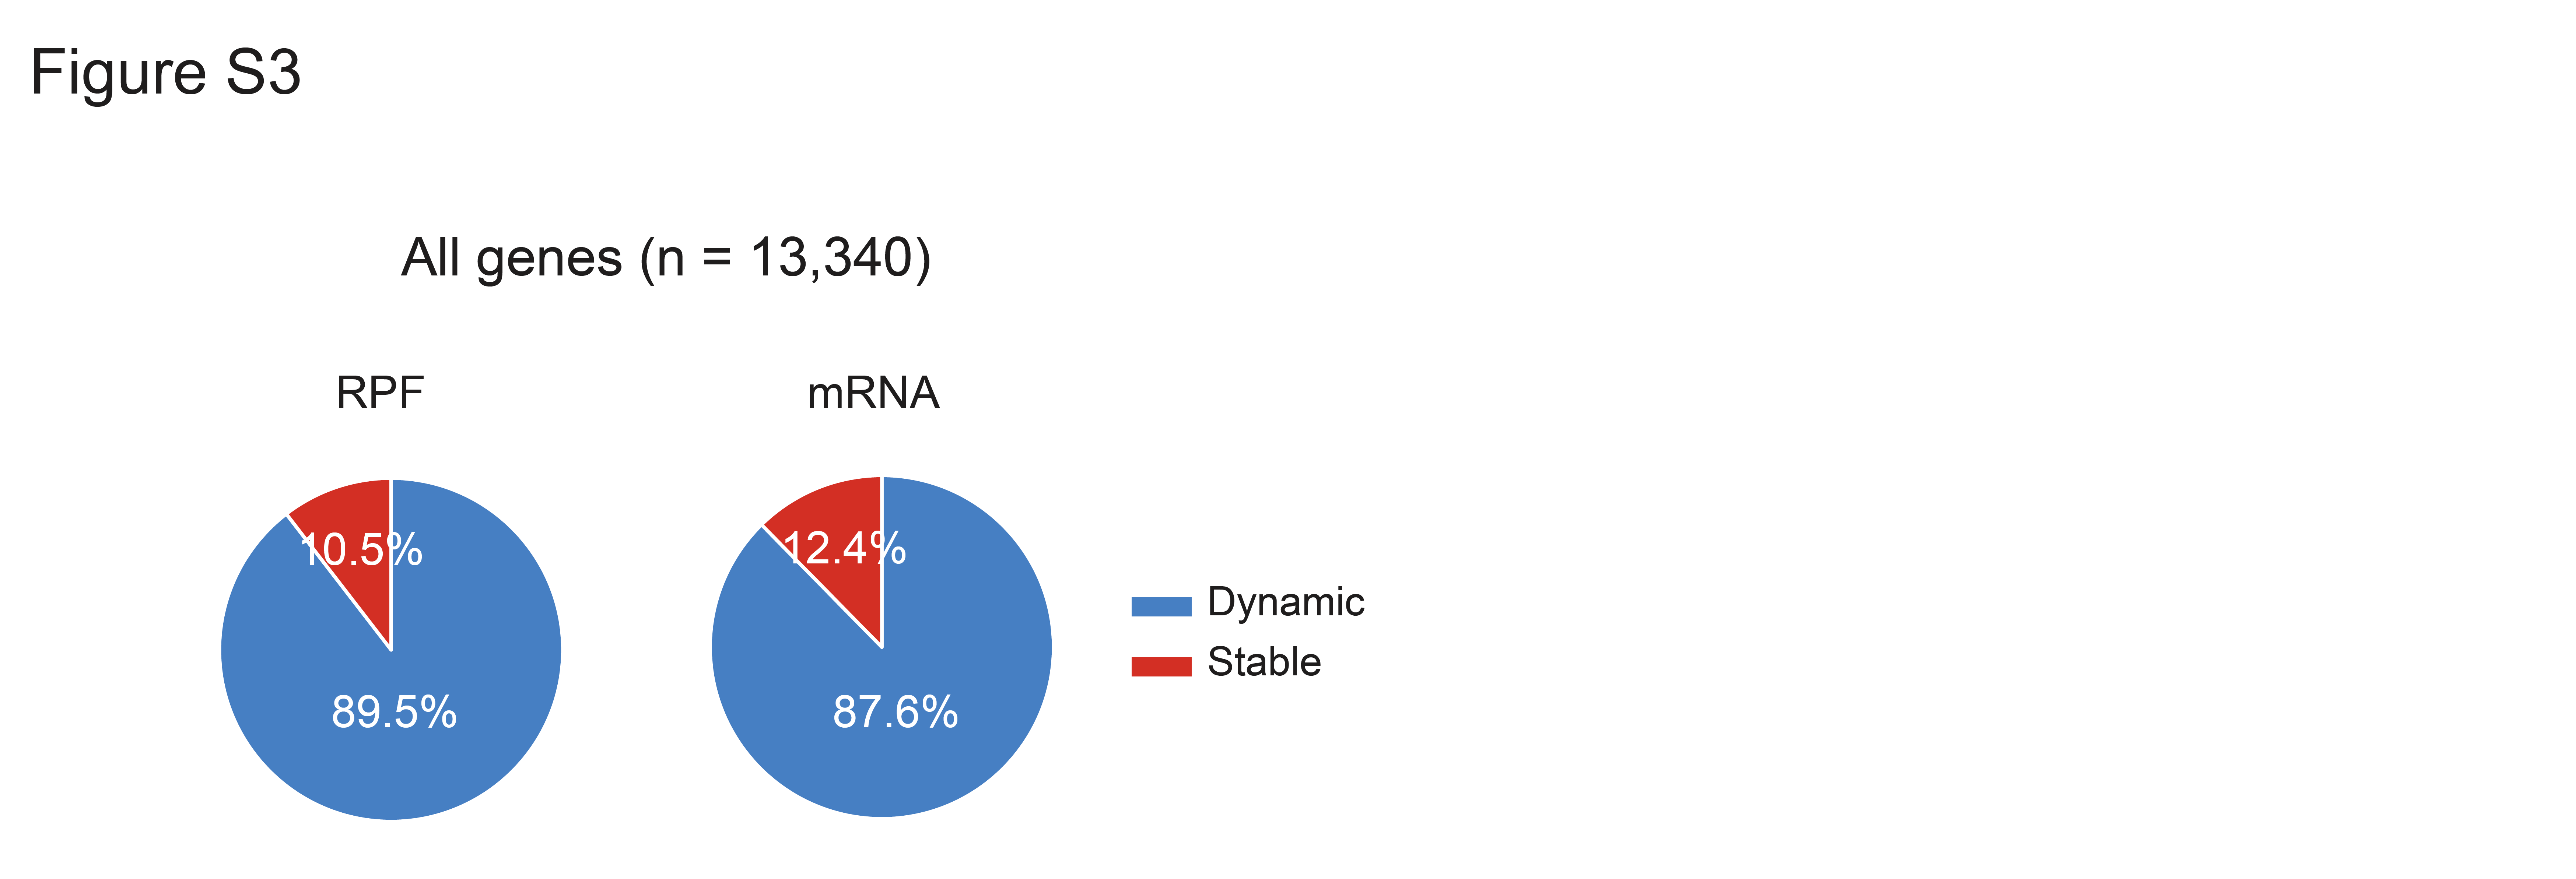

**Figure S3. Dynamic changes of RPF and mRNA in the mouse oocytes and early embryos.**

Pie charts showing the proportions of stably and dynamically regulated RPFs and mRNAs for all genes expressed in at least one stage (FPKM >= 1) (n = 13,340) of oocytes and early embryos with a coefficient of variation > 0.2 across stages.

**Figure S4. Correlation between protein and mRNA across developmental stages.**

**(A)** Heat map showing the Spearman correlation coefficients between pairwise protein and mRNA across developmental stages. The black boxes indicate the highly-correlated stages.

**(B)** Heat map of the Spearman correlation coefficients between protein changes and mRNA changes across developmental stages. The dashed lines represent synchronized (black), one-stage lagging (red), and two-stage lagging (blue) changes. Arrows indicate the highly-correlated transition stages.

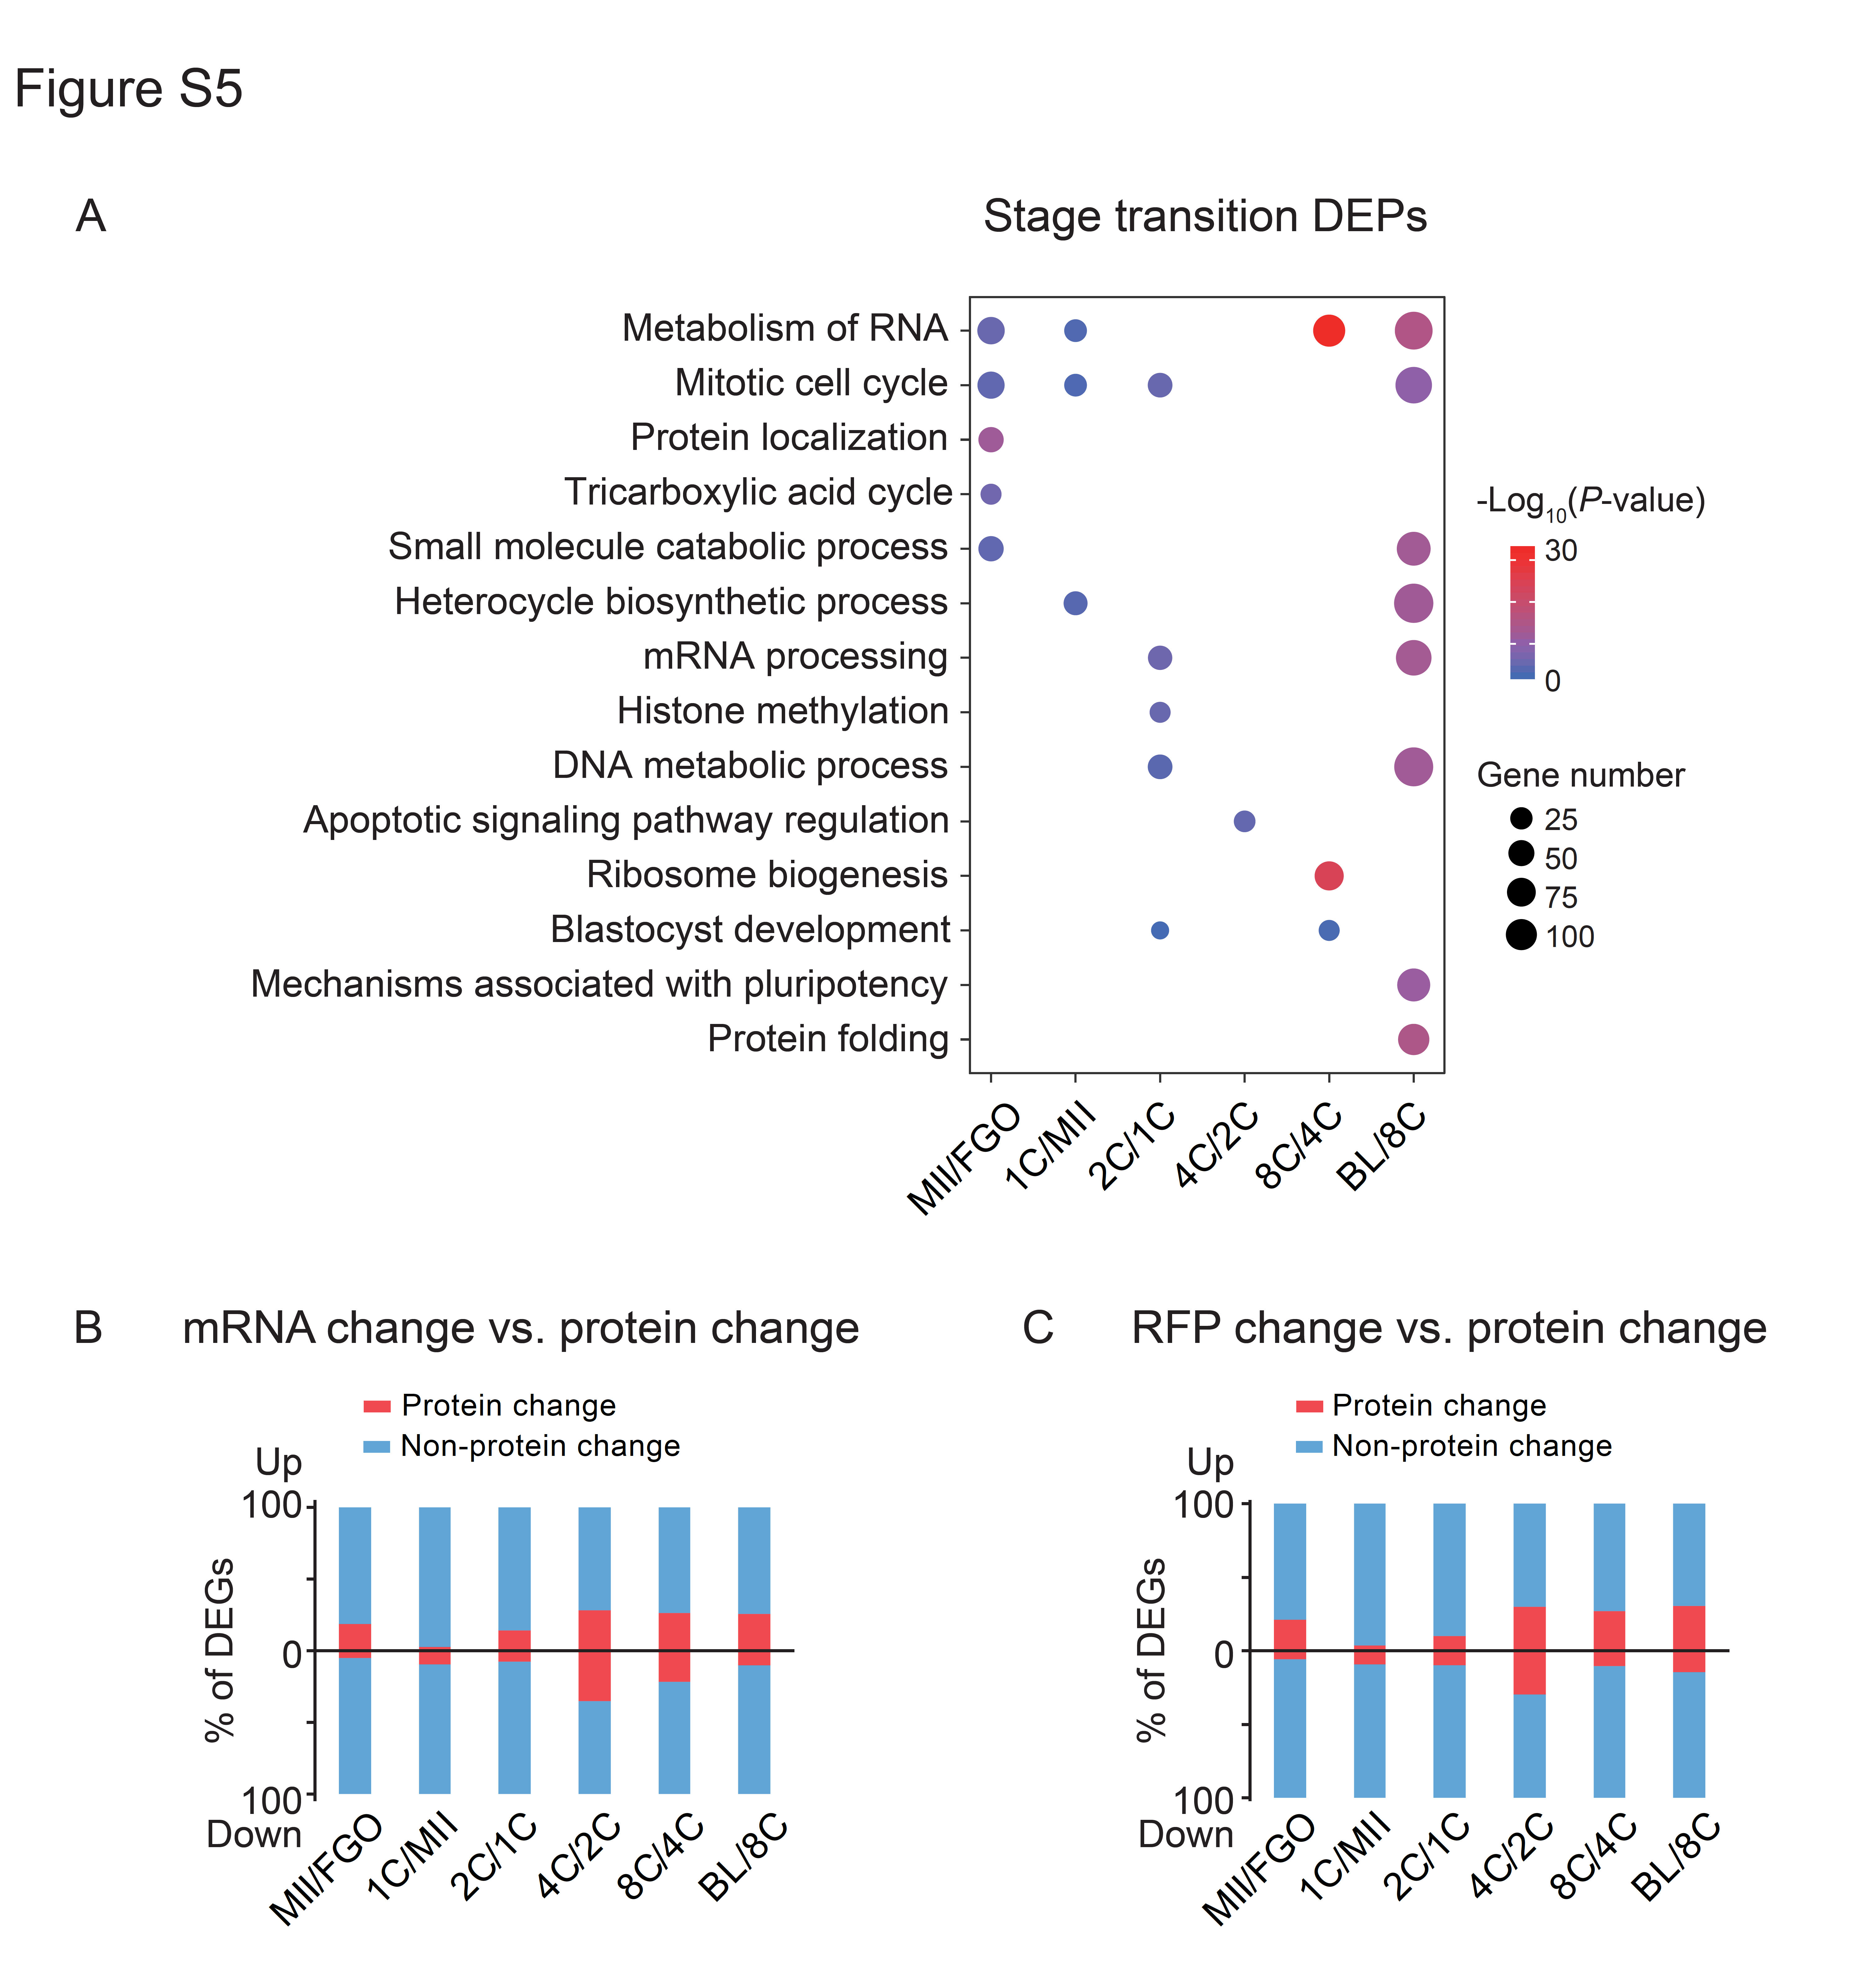

**Figure S5. Differentially expressed proteins and genes (mRNAs and RPFs) at each consecutive stage.**

**(A)** Bubble plot showing the enriched GO terms of DEPs at each transition between consecutive stages. The size of circle encodes gene number, and the color of circle indicates -log10(*P*-value).

**(B-C)** Bar plots showing the percentages of differentially expressed mRNAs **(B)** and differentially expressed RPFs **(C)** that coincided with substantial changes in proteins. As protein changes lag behind RNA changes, the DEPs of the current stage and the two following stages were all considered.

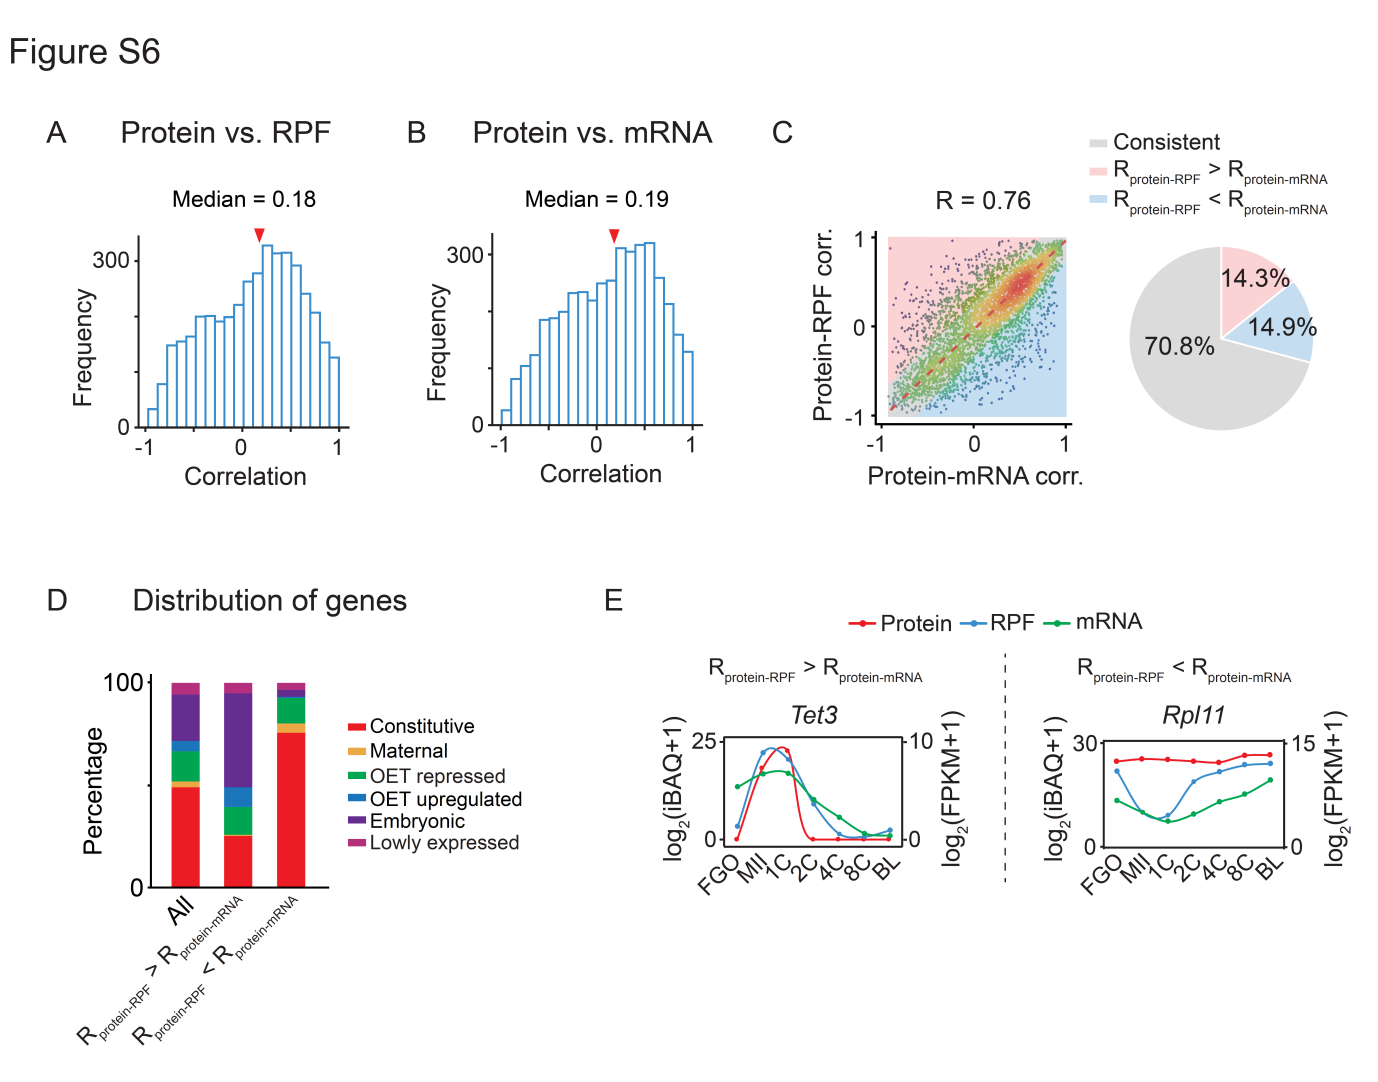

**Figure S6. Correlation between protein and RPF or mRNA for individual genes across developmental stages.**

**(A-B)** Histogram showing the Spearman correlation coefficients of protein-RPF (A) or protein-mRNA (B). The median correlations are also indicated.

**(C)** Left, scatter plot comparing protein-RPF and protein-mRNA Spearman correlation coefficients. Right, pie chart displaying the proportions of different groups. Grey shade, proteins correlated with RPFs and mRNAs to a similar degree (|$R_{protein-RPF}$ - $R_{protein-mRNA}$| < 0.3); pink shade, proteins correlated better with RPF than mRNA ($R_{protein-RPF}$ - $R_{protein-mRNA}$ > 0.3); blue shade, proteins correlated better with mRNA than RPF ($R_{protein-RPF}$ - $R_{protein-mRNA}$ < -0.3).

**(D)** Bar plot showing the distribution of different protein groups in “All” proteins and proteins correlated better either with RPF or mRNA.

**(E)** Line plots showing protein (red), RPF (blue), and mRNA (green) dynamics across developmental stages for representative genes from the $R_{protein-RPF}$ > $R_{protein-mRNA}$ group (left) or the$R_{protein-RPF}$ < $R_{protein-mRNA}$ group (right).

**
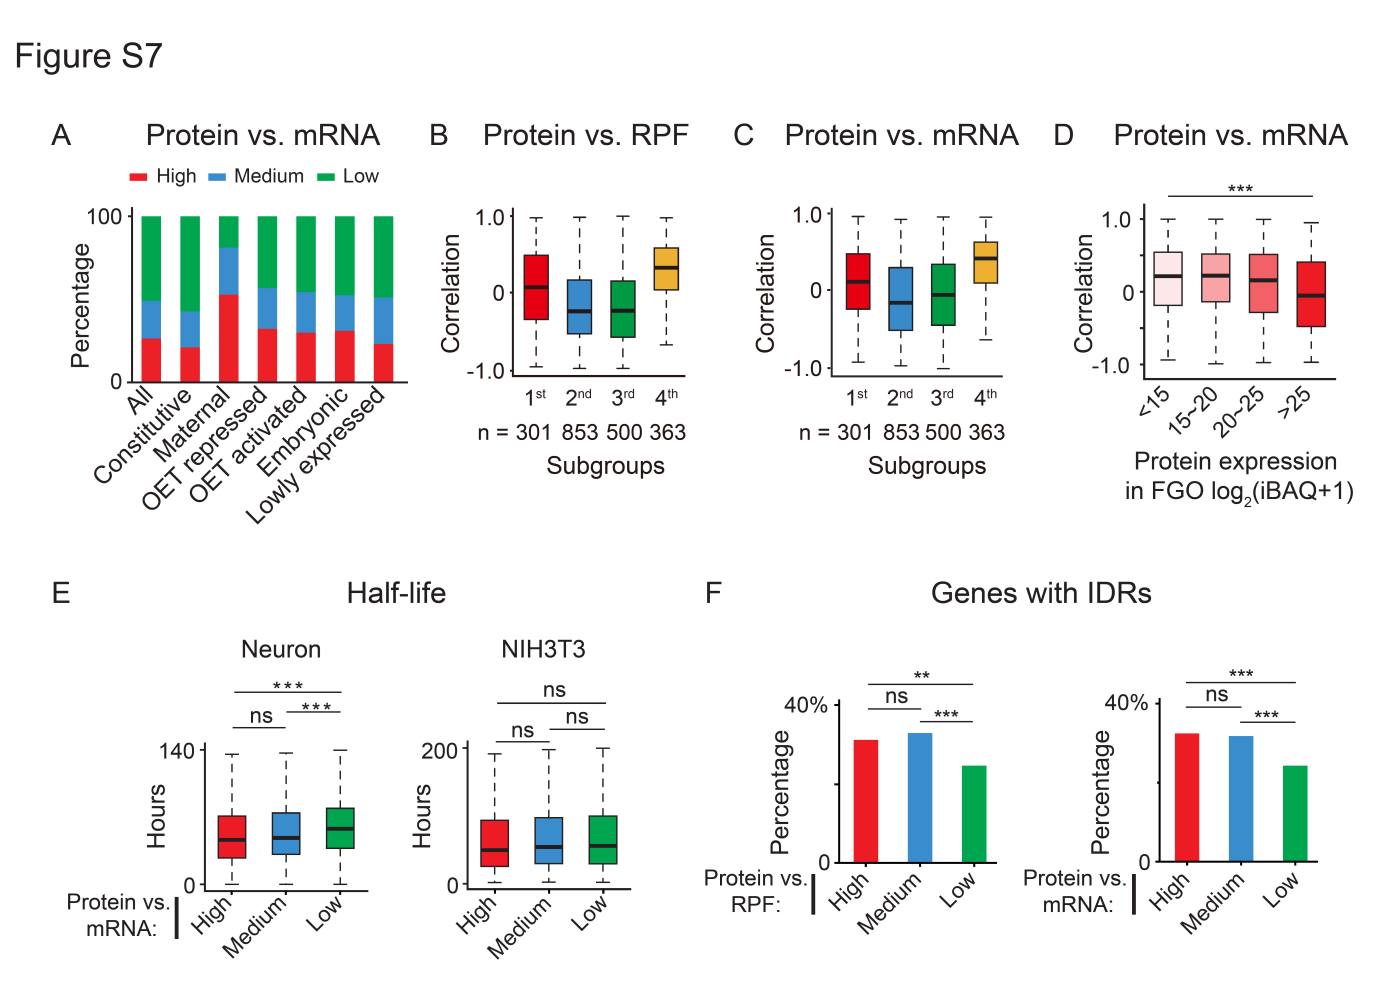
**

**Figure S7. Protein features related to the concordance between protein and RPF or mRNA.**

**(A)** Bar plots showing the percentage of proteins that showed high (R > 0.5), medium (R = 0.2-0.5), or low (R < 0.2) correlation (Spearman) with mRNA across the developmental stages for “All” proteins and different protein groups in Fig. 3A.

(**B-C**) Box plots showing the protein-RPF (**B**) and protein-mRNA (**C**) correlations for protein subgroups defined in Fig. 3A. n, the protein number in each subgroup.

**(D)** Box plots showing the protein-mRNA correlation based on the protein abundance in FGOs.

**(E)** Box plots showing protein half-lives determined in mouse embryo neuron or embryonic fibroblast cell line NIH3T3 in different protein-mRNA correlation groups.

**(F)** Bar plots showing the percentage of proteins containing intrinsically disordered regions (IDRs) for protein groups defined by protein-RPF (left) or protein-mRNA (right) correlations. The significance for all the above plots was calculated by the Wilcoxon rank-sum test (two-tailed). ***, *P*-values < 0.001; **, *P*-values < 0.01; ns, non-significant.

How the deposited data were processed for this re-analysis (not part of the article)

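RNA-seq and Ribo-seq of mouse blastocysts, with 2 replicate libraries per assay and 4 libraries in total, were analysed. The libraries of the other stages were not analysed here; their RPF and mRNA values, and all protein values, were the paper's, from the parts of Table S1 and Table S2 used here. The authors deposited FPKM for each library. They trimmed the reads, discarded rRNA reads in Ribo-seq, mapped to the mm9 transcriptome with STAR with a limit of 20 places per read, and ran Cufflinks on transcripts for RNA-seq and on coding sequences for Ribo-seq. The parent-of-origin groups came from Table S3 and the DEPs from Table S4.

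A gene symbol listed more than once took its highest FPKM. Levels were log2(FPKM+1), with a pseudocount of 0.1 as an alternative for the changes, the group comparisons, and the ratio of RPF to mRNA. Spearman correlations across genes carry no p-value, since genes are not replicates. Differences in medians between groups of genes were tested with two-sided permutation tests with 100000 resamples, and their p-values were adjusted by the Benjamini-Hochberg method over 5 comparisons. Bootstrap intervals at the 95% level used 10000 resamples of genes. The ratio of RPF to mRNA was fitted with limma (version 3.58.1 in R 4.3.3) on the log2 scale, centred on the median of all genes, for the 8327 genes with a mean FPKM of at least 1 in both assays. A gene passed at an adjusted p under 0.05 and a log2 difference of at least 1. All other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, and numba 0.67.0.

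The genes named in the text were fixed in advance as every gene that the paper's text or Fig. 3, Fig. 4, or Fig. S6E names, with gene families as medians. For the ratio of RPF to mRNA they were the 3 genes with the highest and the 3 with the lowest difference past the threshold, with a mean FPKM of at least 10 in the higher assay. Other genes were named after their values were seen, and the text says so.

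The deposited FPKM carry no counts. Low values were checked against whole fragments, with the effective length that Cufflinks uses by default (fragment lengths with a mean of 200 and an SD of 80 bases). Implied totals were 5480602 and 5177979 fragments for the RNA-seq replicates and 530845 and 482833 for the Ribo-seq replicates. The smallest total that scored well was used, since multiples of a total also give whole numbers. The Ribo-seq depth limits genes at a few FPKM, where the text gives footprints.

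Coordinates and coding lengths came from GENCODE vM1 on NCBIM37. The number of genome places of each 28-base window of a coding sequence was counted on that assembly, whereas the authors describe mapping to the transcriptome. The depth estimate, the window counts, the permutation test, the Spearman correlation, and the limma fit were tested on simulated data. The depth was recovered exactly, and the permutation test gave p under 0.05 in 5.50% of null tests. The limma fit recovered 96.5% of 200 changed genes among 8327, with 3.98% of its calls on unchanged genes. That simulation used a log2 difference of 2 and equal normal noise in all libraries, without zeros. Among genes of at least 1 FPKM, the real replicates had a median absolute log2 difference of 0.553 for RPF and 0.287 for mRNA. The simulated rates may thus not hold for the real calls. Alternatives were the pseudocount, filters on low values, other gene sets, another SD, other FPKM limits, quantile normalization, the replicate number as a block, and each replicate left out in turn. The replicate numbers come from the sample labels, and the paper's text does not say that libraries with the same number share embryos. The kinetic model, the allele-specific mRNA values, and the principal component analysis were not recomputed.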

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

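All tests in this part were set before the values they measure were seen, although the pattern itself had been seen. No biological explanation was tested, since the design has a single condition.

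Replication-dependent histone genes, which the paper does not discuss, stood out in blastocysts by a signal outside the genes it analysed. Across 58 such genes, the median log2 difference of RPF and mRNA, relative to the median of all genes, was 5.015, and 57 of them passed the threshold of the limma fit. Their median RPF was 1778 and 1947 FPKM in replicates 1 and 2, far above the floor of 3 footprints, and their median mRNA was 14.8 and 21.7 FPKM. Of the 50 genes with the highest ratio, 39 were replication-dependent histone genes.

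Each of 3 technical explanations was set against this pattern. If RNA-seq libraries missed transcripts without a poly(A) tail, histone variant genes with polyadenylated transcripts should lie well below. Their median difference was 0.44 in 9 genes, with a range of -1.91 to 3.215. The paper made the blastocyst RNA-seq libraries with the Smart-seq2 protocol. A loss of transcripts without a poly(A) tail from these libraries thus remains a candidate explanation, and it was not tested directly. The short coding sequences of histone genes account for little of it: without the effective-length factor, the median went from 4.905 to 4.55 in the 55 genes with a single coding length. Reads shared between near-identical copies do not account for it, since the 10 histone genes whose windows mostly occur at 1 place had a median of 5.196, against 5.03 in the 47 others with a window count. The pattern thus cannot be told apart from a technical loss of mRNA without a poly(A) tail.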

How the results depend on the processing

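Of the 312 values under an alternative, 271 came from alternatives set before the data were examined and 41 from ones chosen after seeing them. A value counted as moved when it shifted by more than the SD between replicates, or had no such SD, and a count of genes when it differed by more than 1.5-fold. A tested value counted as changed only when its direction or its side of the threshold changed. Smaller shifts are thus not counted. The rule for values without a test was corrected after results were seen. Identical values then counted as not moved where the replicates had no spread, and a change of sign counted as reversed. Among the main results, 46 values moved under an alternative and 43 did not, 1 passed the threshold, and 1 reversed. With a replicate left out, 20 moved, 43 did not, and 1 reversed. For the other values, 14 moved, 58 did not, and 1 lost its threshold under an alternative, and 38 moved and 46 did not with a replicate left out. The cause was not tested where none is named. Each alternative set for a result before the data were seen was run for it. Hist1h4a, Hist1h4j, Lars2, Khdc1a, and Khdc1b had no value among genes of at least 10 FPKM, Gm20594 and Gapdh had none with a single coding length or the filter on window places, and Khdc1b had none with a single coding length. The pseudocount of 0.1 was not tried for the CV shares.

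For replicate concordance, genes of at least 1 FPKM gave 0.9255 for mRNA and 0.8586 for RPF, genes of at least 10 FPKM gave 0.9223 and 0.8585, and symbols listed once, chosen after seeing the data, gave 0.924 and 0.8976. The RPF-mRNA correlation went from 0.892 to between 0.878 and 0.885 without a replicate. It was 0.8675 with genes of at least 1 FPKM, 0.899 with all genes, and 0.883 with the genes of Table S1. It was lowest, at 0.811, with all 8327 genes of at least 1 FPKM in both assays, an alternative chosen after seeing the data. Protein-RPF went from 0.748 to between 0.7265 and 0.750, with 0.720 after the FPKM filter and 0.709 for detected proteins only. Protein-mRNA went from 0.677 to between 0.6715 and 0.6765, with 0.632 after the filter, 0.623 for detected proteins only, and 0.685 in the genes of Table S2. Protein-RPF was above protein-mRNA under each of these settings that both were run with.

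The correlation of blastocyst with 8C lay between 0.8335 and 0.838 for RPF and between 0.80 and 0.804 for mRNA without a replicate. Against 8C proteins, detected proteins only gave 0.493 for RPF and 0.452 for mRNA, and mRNA lay between 0.3952 and 0.3954 without a replicate. The CV shares were 73.1% (RPF) and 70.3% (mRNA) with the population SD, and 75.3% and 71.0% without the blastocyst stage. The share for the paper's protein values went from 5.903% to 5.853% with the population SD and 5.803% without the blastocyst stage. The mRNA share was 74.69% with genes of at least 1 FPKM. Without a replicate they lay between 76.0% and 76.5% for RPF and between 74.69% and 74.79% for mRNA.

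RPF rose for 568 and fell for 176 genes from 8C to blastocyst, and for 401 and 326 with the median change set to 0. Without a replicate, where a call rested on 1 replicate in place of both, between 667 and 719 genes rose and between 237 and 273 fell. With the mean over the replicates above 0, chosen after seeing the data, 693 rose and 229 fell. DEPs explained by mRNA, RPF only, and neither were 62.0%, 6.10%, and 31.9% with a pseudocount of 0.1. They were 22.2%, 6.27%, and 71.5% when only the last transition counted. Without a replicate, the mRNA share lay between 54.1% and 55.9% and the unexplained share between 36.6% and 37.5%. The correlation of protein change with RPF change was -0.00398 and that with mRNA change -0.0299 with a pseudocount of 0.1, and the latter lay between -0.0346 and -0.0310 without a replicate.

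The gene-wise median lay between -0.0714 and -0.0357 for RPF without a replicate. For mRNA it reversed from 0.0357 to -0.0286 without the blastocyst stage. The FGO-originated count went from 41 to 19 under 3 FPKM and to 83 under 10 FPKM. The depth limits this count, since 5 FPKM is about 4.07 footprints.

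For embryonic proteins first detected before or at blastocyst, the RPF difference passed the threshold only when detection in both replicates was required (0.73, permutation p = 0.0486, where the p-values ranged up to 0.244 over its alternatives). It reversed to -0.00987 at the lowest and was 0.22 at the highest without a replicate. The mRNA difference lay between 0.0549 and 0.14 without a replicate and was 0.75 when detection in both replicates was required (permutation p = 0.0963). For DEPs up against down, the RPF difference lay between 0.10 and 0.13 and the mRNA difference between 0.11 and 0.20 without a replicate, values with no test. With a pseudocount of 0.1 they were 0.09 (permutation p = 0.406) and 0.21 (permutation p = 0.140). The lower mRNA of oocyte-specific genes kept its direction in the 4 alternatives that were run, and its side of the threshold in the 2 that had a test.

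The limma fit called 861 genes with a higher and 716 with a lower ratio of RPF to mRNA. With quantile normalization it called 870 higher and 926 lower, so that higher calls went from 54.6% to 48.4% of all calls and the lower ones became more frequent. It called 472 higher among genes of at least 10 FPKM, where 646 were lower, with 42.2% of calls higher. With all genes in both files the calls were 5359 and 149, with 97.3% higher. With a single coding length they were 338 and 280, and 299 and 376 after rescaling to the full coding length, both chosen after seeing the data. Higher calls were 54.7% of all before and 44.3% after the rescaling. Without a test, 1259 to 1407 genes were at least 2-fold above and 1989 to 2161 below the median when a library was left out. The median log2 difference of the replication-dependent histone genes went from 5.015 to 4.555 among genes of at least 10 FPKM, 6.88 with all genes, 4.82 with quantile normalization, and 4.546 after rescaling to the full coding length, which was chosen after seeing the data. It lay between 4.93 and 5.30 without a library. The lower ratio of Fth1 lost its threshold with a pseudocount of 0.1 (log2 difference -9.56, limma adjusted p = 0.0620, range 0.00856 to 0.0620 over its alternatives).

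With the replicate block, the fit called 769 genes higher and 618 lower. The deviations of same-numbered libraries had a correlation of 0.00994, and 1313 of the 1577 calls without the block were also made with it.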

Differences from the paper's values

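For blastocysts, the correlation of protein with RPF was 0.748, against the paper's 0.50 in its text. None of the alternatives set before the data were examined closed the gap. The bar of Fig. 4A reads about 0.75 by eye (Fig. 4A), within the spread between replicates of the value here. The gene-wise median correlation of protein with RPF was -0.0714, against the paper's 0.18, and that of protein with mRNA was 0.0357, against the paper's 0.19. None of the alternatives set before the data were examined closed either gap. The bar for the paper's constitutive proteins reads about 15% of genes over 0.5 and about 67% under 0.2 for protein-RPF (Fig. 6A, read by eye). The 1999 genes here had 15.1% and 65.3%, and their clusters were not labelled in the part of Table S2 used here. The paper's protein values had a CV over 0.2 for 5.90% of genes here, against the paper's 52.2%, and none of the alternatives set before the data were examined closed that gap. For the gene-wise medians and the protein CV, the paper's values cover its full set of genes and those here 1999 of them, all with protein in FGOs and blastocysts.

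The paper places Gapdh among genes with low transcription. Its mRNA in blastocysts was above that of 94.2% of genes. The paper names DPPA3 among its oocyte-specific proteins, and Table S3 does not list a gene under this symbol.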

Other observations

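All tests in this part were set before the values they measure were seen, although the patterns had been seen. The coverage rule used below was added later. No biological explanation was tested, since the design has a single condition.

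The ratio of RPF to mRNA in blastocysts was fitted with limma in 8327 genes, of which 861 had a higher and 716 a lower ratio. Gm20594 had the highest log2 difference, 8.94 (SE 0.17, adjusted p = 0.000105 by limma), followed by Hist1h4a (8.45) and Hist1h4j (8.18). Hist1h4a and Hist1h4j share most windows with other histone copies, at a median of 8 places. The lowest were Ftl1 (-8.03, SE 0.69, adjusted p = 0.00231), Fth1 (-7.79, SE 1.70, adjusted p = 0.0319), and Lars2 (-7.71, SE 0.23, adjusted p = 0.00013). Fth1 had an RPF listed at 0 in replicate 1 and 41.8 FPKM in replicate 2. Khdc1a and Khdc1b, named after their values were seen, had log2 differences of 5.75 and 6.38, with an RPF of 1382 and 1359 FPKM and of 731 and 821 FPKM in replicates 1 and 2.

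Gapdh had a log2 difference of -6.98. In its coding sequence, 92.4% of 28-base windows occur at more than 20 places, and the median of tested genes was 0%. A loss of footprints that mapped to more than 20 places is a candidate explanation. It remains open, since windows were counted over the genome and the paper describes mapping to the transcriptome. Among the 3358 genes with a mean mRNA of at least 10 FPKM and a window count, 7 had most windows at more than 20 places. Their median ratio was -1.745, and 0% of 10000 random lists of genes matched on mRNA had a lower median, where the median of the lists was 1.08. Of the 7 genes, 6 passed the threshold with a lower ratio and 1 with a higher one. Gapdh, which prompted the explanation, meets the rule for these genes, and no median was computed without it. The test is thus not independent of Gapdh. None of the coding windows of Ftl1, Fth1, or Lars2 occur at more than 20 places (0%), so this does not extend to the 3 lowest genes.

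The ratio was higher for short coding sequences. Among 2718 tested genes with a single coding length, its Spearman correlation with coding length was -0.137, and 0.1185 after the effective-length factor was removed. Genes of over 200 and up to 400 bases were 0.81 above longer ones before and -0.37 after. The factor is 2.89 at 300 bases and 1.07 at 3000 bases. The change of sign leaves open whether the factor is the source, and the check covers only 32.6% of tested genes, under the 80% needed, so it is void for the rest.

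RPF was listed at 0 in a single Ribo-seq replicate for 2132 genes. Of the 700 with a single coding length, 93.4% had at most 5 footprints in the other replicate, 49.9% had 1, and the most was 16.9. The share was below the 95% set beforehand as nearly all. These 700 are 32.8% of such genes, so the check is void for the rest. The coverage rule was added after the values of this check and of the coding-length check were seen. Before the rule, the coding-length check was already undecided, and this share had counted against sampling of few footprints. Sampling of few footprints could not be told apart from other reasons.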
